# NAD^+^ augmentation with nicotinamide riboside improves lymphoid potential of *Atm*^−/−^ and old mice HSCs

**DOI:** 10.1038/s41514-021-00078-3

**Published:** 2021-09-21

**Authors:** Le Zong, Mayuri Tanaka-Yano, Bongsoo Park, Hagai Yanai, Ferda T. Turhan, Deborah L. Croteau, Jane Tian, Evandro F. Fang, Vilhelm A. Bohr, Isabel Beerman

**Keywords:** Ageing, Adult stem cells

## Abstract

NAD^+^ supplementation has significant benefits in compromised settings, acting largely through improved mitochondrial function and DNA repair. Elevating NAD^+^ to physiological levels has been shown to improve the function of some adult stem cells, with implications that these changes will lead to sustained improvement of the tissue or system. Here, we examined the effect of elevating NAD^+^ levels in models with reduced hematopoietic stem cell (HSC) potential, ATM-deficient and aged WT mice, and showed that supplementation of nicotinamide riboside (NR), a NAD^+^ precursor, improved lymphoid lineage potential during supplementation. In aged mice, this improved lymphoid potential was maintained in competitive transplants and was associated with transcriptional repression of myeloid gene signatures in stem and lineage-committed progenitor cells after NR treatment. However, the altered transcriptional priming of the stem cells toward lymphoid lineages was not sustained in the aged mice after NR removal. These data characterize significant alterations to the lineage potential of functionally compromised HSCs after short-term exposure to NR treatment.

## Introduction

Nicotinamide adenine dinucleotide (oxidized form, NAD^+^) is a critical coenzyme with broad physiological functions, including the regulation of metabolism and DNA repair. Decreased levels of NAD^+^ are often associated with impaired conditions, such as those found in models of cancer, metabolic disorders, neurodegeneration, as well as physiological and accelerated aging processes^1–4^. Recent studies have highlighted significant improvements of compromised systems after NAD^+^ levels have been elevated through supplementation with NAD^+^ precursors including nicotinic acid, nicotinamide, nicotinamide mononucleotide, or nicotinamide riboside (NR)^5–8^.

We recently examined the role of NAD^+^ supplementation in models of ataxia–telangiectasia (A–T), which is a disorder caused by mutations (ATM)^9–11^. A–T is a rare autosomal recessive disease with patients showing uncoordinated movement, telangiectasia, radiosensitivity, severe cerebellar atrophy, and distinct features of accelerated aging^12^. Murine models of ATM loss show defects in DNA damage repair associated with mitochondrial dysfunction^13^ and loss of hematopoietic stem cell (HSC) potential^14^. Supplementation of NR in models of A–T led to significantly improved lifespan and healthspan, mediated by improvement of both DNA damage repair and mitophagy in the tissues examined^1,11,15^. However, the role of NR supplementation on the hematopoietic system and stem cell compartment has not yet been explored in this model.

The hematopoietic system includes the cells that give rise to and reside in the blood. Blood cells can be divided into three lineages: myeloid, lymphoid, and erythroid. Myeloid cells have roles in innate immunity and include neutrophils, megakaryocytes, and macrophages. Lymphoid cells, including B and T cells, are responsible for adaptive immunity. Erythroid cells, or red blood cells, are key for the oxygen transport to cells throughout the body and deliver carbon dioxide to the lungs. Alterations in the balance of these cell types can lead to compromised function of the blood system. HSCs are responsible for maintaining homeostasis of the system and providing the capacity for repair and restoration after injury or stress. It is thought that some aberrant phenotypes within the hematopoietic system may be attributed to functional alterations of the stem cell compartment. Conversely, restoration of potential to dysfunctional HSCs may lead to long-term improvements of the hematopoietic system given HSCs’ unique self-renewal potential and ability to give rise to all cells within the hematopoietic system.

Here, we investigate the effects of supplementation of the NAD^+^ precursor NR on dysfunctional HSC compartments, from *Atm*^−/−^ and normal aged mice, to examine possible improvement of HSC potential. Our results showed significant alterations in lineage commitment of HSCs after NR treatment, with enhanced lymphoid potential. This correlated with changes in inflammatory cytokines and transcriptional alterations of the HSCs. While transplantation of aged NR-treated HSCs reproduced the enhanced lymphoid output seen in the transcriptional profiles, the changes in potential are not sustained after NR withdrawal in the aged mice, and the rebound phenotype appear to exacerbate aging phenotypes. Our results highlight the importance of the duration of NR exposure and the timing of initial exposure to derive robust, balanced lineage outputs from HSCs.

## Results

### NR supplementation increases lymphoid-progenitor cell frequencies in young *Atm*^−/−^ bone marrow

Given the robust improvement in life and healthspan after NR treatment in models of A–T^1,11,15^, we first investigated the response of the hematopoietic system after supplementing *Atm*^−/−^ mice (ATM) and littermate *Atm*^*+*/+^ controls (WT) with a precursor of NAD^+^. Examination of hematopoietic progenitor cells in whole bone marrow (WBM) showed that NR-treated *Atm*^−/−^ mice had significantly increased common lymphoid-progenitor (CLP) frequency compared to the nontreated *Atm*^−/−^ mice (Fig. 1a and Supplementary Fig. 1). While NR treatment did not drive significant changes in the frequencies of the LSK (Lin^−^Sca1^+^cKit^+^) and HSC compartments of *Atm*^−/−^ mice, we did see significant aging-like phenotypes (increases) in these compartments in the *Atm*^−/−^ mice compared to WT (Fig. 1b, c). Consistent with the increased frequency of CLP in NR-treated *Atm*^−/−^ mice, MPP^Flk2+^ (including lymphoid-primed multipotent progenitors (LMPPs)^16^ and similar to MPP4^17,18^) frequency was also significantly increased compared to untreated *Atm*^−/−^ mice (Fig. 1d).

**Fig. 1:**
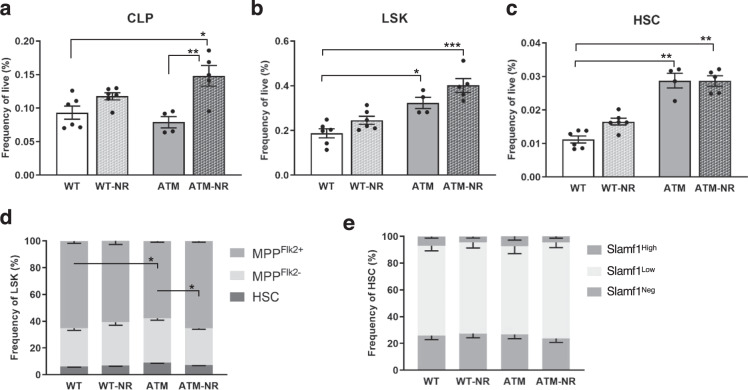
NR treatment increases lymphoid-progenitor cell frequencies in *Atm*^−/−^ bone marrow. **a**–**c** Frequency analysis of early progenitor compartments in NR-treated (NR) or untreated bone marrow from *Atm*^+/+^ (WT) or *Atm*^−/−^ (ATM) mice (2–3 months). CLP common lymphoid progenitors (Lin^−^IL-7Rα^+^Flk2^+^), LSK lineage^−^Sca1^+^c-Kit^+^, HSC Lin^−^c-Kit^+^Sca1^−^CD34^−^Flk2^−^. **d** Composition of the LSK compartment. **e** Frequencies of lineage-biased subsets of HSCs defined by Slamf1(CD150) expression. Data are represented as mean ± SEM. *n*: 4–6. Kruskal–Wallis test for **a**–**c**, two-way ANOVA for **d** and **e**. *q* value (Kruskal–Wallis test) or *p* value (two-way ANOVA): <0.05*, <0.01**, <0.001***.

Changes of the lymphoid lineage progenitors in NR-treated *Atm*^−/−^ mice could be driven by differentiation choices of the earliest progenitor cells or through improved systemic environments supporting lymphoid-primed cell types. To determine if there were changes in the frequency of lineage-biased HSCs, we used CD150/Slamf1 to subfractionate the LSKCD34^−^Flk2^−^ cells^19^. We did not observe changes in the composition of the HSC compartment, with similar frequencies of balanced (Slamf1^Low^) and myeloid-biased (Slamf1^High^) HSCs both before and after NR treatment (Fig. 1e). However, the myeloid-biased HSCs contribute only modestly to the young WT and *Atm*^−/−^ HSC compartments, while the majority of HSCs already can robustly contribute to lymphoid output and NR effects may not be readily reflected in changes of these HSC compartments.

### NR supplementation improves HSC lymphoid potential in aged mice

Given that *Atm*^−/−^ mice display many physiologic aging phenotypes and supplementing the *Atm*^−/−^ mice with NR led to increased lymphoid-progenitor cells (Fig. 1), we wanted to examine if NAD^+^ supplementation could have similar positive effects on aged wild-type mice. Analysis of progenitor cells from marrow of young and old C57BL/6J mice showed the expected decrease in frequencies of lymphoid progenitors (CLPs) in the old untreated mice (O-WT) compared to young mice (Y-WT)^20^. After NR treatment (O-NR) the CLP compartment frequency increased but did not return to levels in young mice (Y-WT) (Fig. 2a). NR treatment of old mice did not significantly decrease compartments that expand with age, including LSK (Supplementary Fig. 2a, b), HSC (Fig. 2b), or Slamf1^High^ (Supplementary Fig. 2c) cells, and NR did not show any effect on the young bone marrow compartments examined (Fig. 2 and Supplementary Fig. 2).

**Fig. 2:**
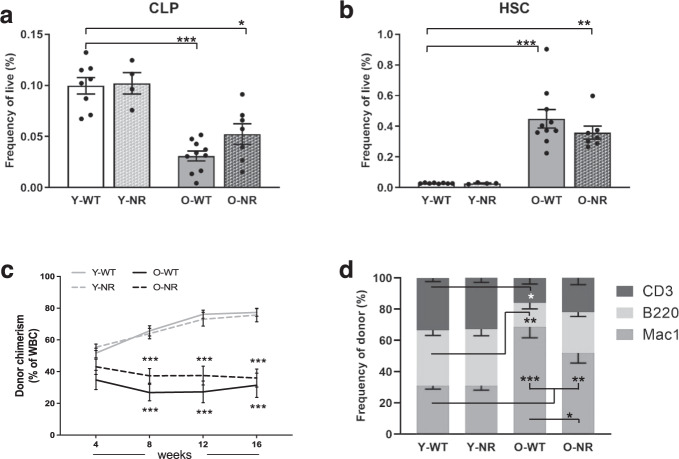
NR treatment improves the lymphoid potential of HSCs from aged mice. **a**, **b** Frequency analysis of early progenitor compartments in NR-treated (NR) or untreated bone marrow from young (Y-WT, 3–4 months) or aged (O-WT, 24–29 months) mice (*n* = 4–10). **c** Peripheral blood chimerism generated from 200 purified HSCs against 2 × 10^5^ competitor cells every 4 weeks for 4 months (*n* = 10). **d** Lineage composition of donor derived peripheral blood 4 months post transplant (*n* = 10). Data are represented as mean ± SEM. Kruskal–Wallis test for **a** and **b**, two-way ANOVA for **c** and **d**: <0.05*, <0.01**, <0.001***.

Though there were modest changes to the frequencies of the stem cells, we sought to address if NR supplementation affects the functional potential of HSCs from different ages with competitive transplants. Flow cytometric analysis of peripheral blood 4 months post transplant showed the expected decrease in old HSC donor contribution but there were no significant differences in chimerism derived from old HSCs after NR treatment (Fig. 2c). However, analysis of the lineage contribution from donor HSCs demonstrated old NR-treated HSCs have a more balanced lineage output, with a significant reduction in the frequency of the myeloid cells compared to untreated old HSCs (Fig. 2d and Supplementary Fig. 3).

### NR treatment reduces inflammation in old C57BL/6 mice

To examine if the number of myeloid cells also decreases in the aged animals after NR supplementation, we examined complete blood cell counts in treated and untreated mice. The results showed the expected increase in neutrophils in the aged blood compared to young blood, but in aged, NR-treated mice there was a trend toward decreased neutrophil count (Fig. 3a). Examination of the distribution of myeloid lineage cells with flow cytometry showed a significant reduction in the frequency of neutrophils, yet an increase in inflammatory monocytes^21,22^ when comparing O-NR to O-WT mice (Fig. 3b).

**Fig. 3:**
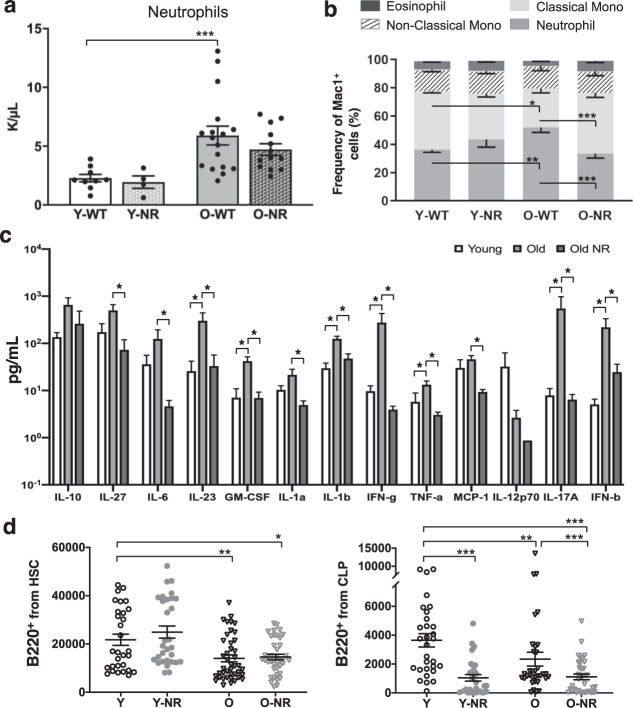
NR treatment reduces inflammation in old WT mice. **a** Complete blood cell count data from four experimental groups shows differences in neutrophils (*n* = 4–17). **b** Composition of Mac1^+^ cells from peripheral blood (*n* = 4–17). **c** Serum cytokine levels from young, old, and NR-treated old mice were evaluated with LEGENDplex^TM^ mouse inflammation panel (*n* = 6–7). **d** B220^+^ cells derived ex vivo from HSCs and CLPs. Data are represented as mean ± SEM. Kruskal–Wallis test for **a**, **c**, and **d**, two-way ANOVA for **b**. *q* value (Kruskal–Wallis test) or *p* value (two-way ANOVA): <0.05*, <0.01**, <0.001***.

Neutrophils and monocytes are implicated in the context of diverse inflammatory responses and also can be functionally involved though the intermediate of cytokine production^23,24^. Given the intimate association between inflammation, myeloid cells, and aging^23^, we wanted to examine if NR treatment in aged mice might affect inflammatory signals. Using a commercially available immunoassay of murine inflammatory cytokines, we show old mice have higher levels of inflammatory cytokines compared to young mice, with 7 of the 13 cytokines examined significantly elevated in circulation of aged mice. Notably, after NR treatment in old mice, there was a significant decrease in the levels of 11 of the 13 examined inflammatory cytokines compared to old untreated mice (Fig. 3c). These data suggest short-term NR treatment in inflamed environments, such as aged mice, leads to a significant reduction in inflammatory signals, corresponding to a decrease of granulocytes yet a significant increase in the inflammatory monocytes.

Previous studies have shown inflammatory cytokines such as IL-1β and TNFα can affect HSCs by promoting myeloid differentiation at the expense of lymphoid differentiation^25–28^, thus we wanted to examine if global decreases in inflammatory cytokines are necessary to drive alterations in lineage potential of the aged HSCs or if direct NR supplementation could drive lineage potential alterations seen when NR-treated HSCs were transplanted. To address this, we performed ex vivo culture assays with conditions promoting B-cell differentiation. Three independent experiments were performed with a minimum of 6 replicates per condition (average of 12 replicates). Analysis of total B220^+^ cells derived from young and aged HSCs showed reduced B220^+^ cell output from the aged HSCs compared to young HSCs (Fig. 3d); however, direct supplementation of NR in vitro did not contribute to significantly improved B-cell output from HSCs. Notably, in vitro supplementation of NR to CLPs had significantly negative effects on the B-cell output of both young and old cells (Fig. 3d).

### NR supplementation leads to transcriptional alterations in aged HSCs

Given the positive effects of improved lymphoid output appear to require additional endogenous signals and that different progenitor cells responded differently to NR ex vivo (Fig. 3d), we wanted to examine if there were cell-intrinsic alterations in the aged progenitors after NR treatment in vivo. 

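HSCs, common lymphoid progenitors (CLPs) and granulocyte–monocyte progenitors (GMPs) were sorted from the bone marrow of untreated old mice (O-WT) and of old mice that had nicotinamide riboside (NR), a precursor from which cells make NAD+, added to their drinking water (O-NR). The mice were 24 to 29 months old and NR was given for 4 to 6 weeks. Total RNA sequencing, which keeps transcripts with and without a poly(A) tail, gave 4 libraries per treatment and cell type, each taken here as 1 mouse, and 24 in all, which the sample labels call cohort 2. One label field names the myeloid progenitors as CMPs, while their titles and the paper name them GMPs, and the paper's name is used. The authors trimmed the reads, aligned them to the mouse genome (mm10) with STAR and counted them per gene with featureCounts, and the counts they deposited are not normalized. Between 8434214 and 14479453 reads per library were counted on genes in O-WT HSCs (median 11187022) and between 9022496 and 14117126 in O-NR HSCs (median 10802350). CLPs gave the smallest libraries, with 4792380 to 12058957 counted reads in O-WT (median 7680668) and 7034189 to 11684403 in O-NR (median 8728719). GMPs gave the largest, with 11755798 to 18213674 counted reads in O-WT (median 15335116) and 11998451 to 14912338 in O-NR (median 13491343). From these counts, libraries were scaled with edgeR's TMM method, and the genes with more than 3 CPM (the reads of a gene divided by the scaled library total and expressed per fixed number of reads) in at least 4 of the 8 libraries of a cell type were compared between O-NR and O-WT with edgeR's quasi-likelihood test. Transcripts with an unadjusted p-value below 0.01, the threshold the paper gives for its heatmaps, were counted, and the number with a Benjamini-Hochberg adjusted p-value below 0.05 was counted beside them. The reporting summary also names a removal of unwanted variation (RUV), whose settings the paper's text does not name, so no such step entered these fits. Such a step, the CPM filter, the scaling between libraries, a fold limit, a replicate block and one model for all cell types are among the choices that could change the numbers.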

Transcriptional changes were evaluated by generating total RNA sequencing (RNA-seq) datasets of HSC, CLPs, and granulocyte–monocyte progenitors (GMPs) isolated from old WT (O-WT) and NR-treated (O-NR) mice. 

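Principal components were computed over the 24 libraries from log2 CPM (prior count 2, centred per gene, not scaled) of the 22573 genes with more than 3 CPM in at least 4 libraries. PC1 held 39.1% of the variance and separated the cell types, with HSCs between −85.9 and −69.3, CLPs between −47.7 and 22.3 and GMPs between 56.9 and 113.7. PC2 held 28.7% and PC3 6.16%. Cell type accounted for 61.8% of the summed squared distances between libraries, and the nearest library was of the same cell type for 24 of the 24 libraries. With the 500 most variable genes in place of all genes this share was 93.2%, the largest move among the alternatives. The distances between libraries of one cell type (61.3 to 158) overlapped those between cell types (119 to 247). Within a cell type, the median distance between libraries was 94.6 in HSCs, 113 in CLPs and 78.1 in GMPs. Marker transcripts followed the sorted populations. *Slamf1* (chromosome 1) averaged 86.2 ± 19.6 CPM in HSCs, 7.22 ± 2.71 in CLPs and 6.37 ± 1.28 in GMPs (SD, n = 8 libraries each). *Il7r* averaged 272 ± 58.8 CPM in CLPs and 3.83 in GMPs, and *Mpo* averaged 25387 ± 4321 CPM in GMPs and 4.11 in HSCs (SD, n = 8).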

Principle component analysis (PCA) showed that specific progenitors cells cluster together, supporting the reproducibility of the data (Fig. 4a). These data also showed each of the cell types had changes in their transcriptional landscape after NR treatment (Fig. 4a). 

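Within each cell type, the part of the summed squared distances between libraries that lay between O-NR and O-WT was set against all 35 ways to divide the 8 libraries into groups of 4. Treatment accounted for 11.5% in HSCs, where the other divisions gave 7.58% to 41.9% with a median of 11.4% (exact permutation test, p = 0.457). It accounted for 13.2% in CLPs, against a median of 12.4% and a range from 9.1% to 32.1% (exact permutation test, p = 0.429), and for 12.2% in GMPs, against a median of 12.3% and a range from 9.01% to 24.4% (exact permutation test, p = 0.543). The smallest p this design allows is 0.0286. For 6 of the 24 libraries, the nearest library had the same treatment. The share of treatment thus lay within the range of the other divisions in each of the 3 cell types. With the replicate number as a replicate block, since same-numbered HSC libraries deviated together with a mean correlation of 0.14 across genes, treatment accounted for 24.8% of what remained in HSCs (exact permutation test over 8 divisions, p = 0.5), 24.5% in CLPs (p = 0.375, same exact test) and 22.7% in GMPs (p = 0.375, same exact test). That design allows no p below 0.125. With each library left out in turn, the share ranged from 10.2% to 20.7% in HSCs, from 12.5% to 17.8% in CLPs and from 12.1% to 22.4% in GMPs.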

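In O-NR against O-WT HSCs, 135 of 17364 tested transcripts had an unadjusted p-value below 0.01 and 705 had one below 0.05. Uniform p-values would give 173.6 and 868.2, while the 35 divisions of these libraries into groups of 4 gave a median of 47 below 0.01. With the real division counted, 9 of the 35 gave at least 135, and the largest number was 2865. The 135 thus cannot be told apart from chance division of the mice over these 35. CLPs gave 82 of 19909 transcripts below 0.01 (199.1 from uniform p-values, a median of 68 over the divisions) and 640 below 0.05. GMPs gave 133 of 13486 transcripts below 0.01 (134.9 from uniform p-values, a median of 97 over the divisions) and 651 below 0.05. No transcript had an adjusted p-value below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.0876 in HSCs, 0.765 in CLPs and 0.135 in GMPs. The 4 O-NR values lay apart from the 4 O-WT values for 460 HSC transcripts (2.65% of those tested, where chance gives 2.86%), among them 91 of the 135. These numbers rose most with 2 RUVr factors of unwanted variation, upper quartile normalization and a likelihood ratio test. This setting, chosen after the data were seen, gave 863 transcripts in HSCs, 1060 in CLPs and 430 in GMPs. A fold change above 1.5 added to the p-value lowered them most in HSCs (33) and GMPs (14). O-WT and O-NR libraries share replicate numbers, although they are different mice. In HSCs, same-numbered libraries deviated from their group means with a mean correlation of 0.14 across genes, against −0.05 for other pairs. With the replicate number as a replicate block, 247 HSC transcripts passed 0.01, 134 of them shared with the 135, and 10 had an adjusted p-value below 0.05 from the same test and adjustment. Whether the effect of NR differs between cell types was tested with all 24 libraries in one model. The difference between HSCs and CLPs gave 91 transcripts below 0.01 and that between HSCs and GMPs gave 33, with medians of 130.5 and 42.5 over 60 divisions that swap same-numbered libraries. *Ighm* alone passed the adjustment in each, while in single other divisions as many as 5 and 3 transcripts passed it. *Coro2a* (chromosome 4, 46536937 to 46602202 of mm10) had the smallest p in HSCs. It was 64.6 ± 12.3 CPM in O-NR and 119 ± 13.2 in O-WT (SD, n = 4), a log2 fold change of −0.88 (standard error 0.13, adjusted p = 0.0876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed between −1.02 and −0.79 with each library left out in turn. *Ighm*, the constant region of the immunoglobulin M heavy chain (chromosome 12, 113418558 to 113422730), was 5.25 ± 6.57 CPM in O-NR and 154 ± 181 in O-WT HSCs, where single mice ranged from 16.6 to 420. Its log2 fold change was −4.86 (standard error 0.81, adjusted p = 0.15 by the same test and adjustment), and 10 other transcripts of plasma and B cells fell by 0.68 on average (two-sided exact permutation test, p = 0.0571). *Dynll1* (log2 fold change −0.69) had the next smallest p. Among transcripts higher in O-NR HSCs, *Pccb* (0.52), *Mettl1* (0.61) and *Slc7a5* (0.57) had the smallest p, with adjusted p-values from 0.725 to 0.793 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.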

The progenitor cells with the greatest differences in transcription were the HSCs (Fig. 4a, b). 

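Of the transcripts with an unadjusted p-value below 0.01, 85 were higher and 50 lower in O-NR than in O-WT HSCs, so that 37% were lower (95% Clopper-Pearson interval 28.9% to 45.8%, which treats transcripts as independent). In CLPs 31 were higher and 51 lower, 62.2% lower (50.8% to 72.7%), and in GMPs 32 were higher, with 75.9% lower (67.8% to 82.9%). The direction in HSCs depended on the processing, and that in CLPs did in part. In CLPs 29% were lower with 1 RUVr factor and 49.7% with one model for all cell types. The other processing alternatives set before the data were examined gave 50.8% to 75% in CLPs. With upper quartile normalization 50.2% of 203 transcripts were lower in HSCs (102 transcripts) and 58.5% in GMPs (71 higher and 100 lower). With a filter at 1 CPM 52 were higher and 56 lower in HSCs, and with edgeR's filterByExpr 52 were higher and 58 lower. With each library left out in turn, 35.5% to 59.2% of the HSC transcripts were lower, with a majority lower in 6 of the 8 fits. The CPM filter then asks for fewer libraries, and up to 18850 genes were tested against 17364. The loss of a mouse and the looser filter cannot be told apart in these fits. The share lower ranged from 49.5% to 80.4% in CLPs and from 48% to 82.4% in GMPs in the fits that left out a library. Supplementary Table 1 lists the paper's own calls on these libraries, and 581, 370 and 184 of its HSC, CLP and GMP transcripts were found by symbol in the counts. Of these, 551, 292 and 172 passed the CPM filter, and for all of them the log2 fold change had the sign the table gives, which shows no stability because the table was made from the same libraries. The median absolute difference from the table's log2 fold change was 0.03 in HSCs, 0.10 in CLPs and 0.05 in GMPs. Of the listed transcripts tested, 121 in HSCs, 51 in CLPs and 67 in GMPs had an unadjusted p-value below 0.01. In CLPs, *Tsc22d3* (chromosome X, 140539528 to 140600659) was lower in O-NR, at 21.5 ± 2.99 against 44.2 ± 18.7 CPM (SD, n = 4), with a log2 fold change of −1.04 (standard error 0.22, adjusted p = 0.765 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ifi30* (−1.34) and *Cd83* (−1.54, chromosome 13, 43784775 to 43803132) followed. *Banf1* (0.74), *Lrpap1* (0.69) and the small nuclear RNA *Gm25834* (1.65), which had 7 to 60 reads per library, were higher. The noncoding *Gm20744*, the CLP transcript with the smallest p in Supplementary Table 1 besides *Cd83* and *Gm25834*, had a log2 fold change of 1.01 (standard error 0.62) with 4 to 73 reads per library, and its groups overlapped.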

The majority of the significant transcriptional changes were decreases in expression in all progenitors: HSC-NR: 403, CLP-NR: 232, and GMP-NR: 121. Overall, the transcription of myeloid progenitors was least affected by the NR treatment (Fig. 4b and Supplementary Table 1). 

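In GMPs, *Herpud1* (chromosome 8, 94386438 to 94395377) had the smallest p, at 56 ± 4.6 CPM in O-NR and 85.7 ± 11.6 in O-WT (SD, n = 4), with a log2 fold change of −0.61 (standard error 0.10, adjusted p = 0.135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Banp* (chromosome 8, 121949750 to 122029258) was 24.6 ± 2.82 against 41.5 ± 7.24 CPM, a log2 fold change of −0.75 (standard error 0.12, adjusted p = 0.135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dynll1* fell by 0.51 in GMPs. *Arl2bp* (0.39), *Pdk1* (0.33) and *Cirbp* (0.62) were higher in O-NR GMPs, each in all 4 mice. *Hspa1b* and *Sostdc1*, which Supplementary Table 1 lists for GMPs, had 9 to 154 and 20 to 81 reads per library and did not pass the CPM filter. The median absolute log2 fold change of the transcripts with an unadjusted p-value below 0.01 was 0.33 in GMPs, 0.44 in HSCs and 0.98 in CLPs. GMPs had the most counted reads and CLPs the fewest, so the counts were also thinned to the smallest library. This gave 142 transcripts in HSCs, 97 in CLPs and 119 in GMPs. In the model of all 24 libraries, the effect of NR differed between CLPs and GMPs with an unadjusted p-value below 0.01 for 91 transcripts and below 0.05 for 655, and for none after adjustment, the smallest adjusted p being 0.992 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).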

Gene set enrichment analysis (GSEA) revealed that the glycolysis pathway was repressed in all NR-treated progenitor cells (Fig. 4c), similar to human muscle cells after NR^29^. 

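The members of the gene set are not listed in the paper, so a list of 32 transcripts of glycolytic enzymes and their regulators was written by hand before the counts were seen. A library's score for a list is the mean over its transcripts of log2 CPM (prior count 2), centred per transcript over the 8 libraries of the cell type, and a difference between groups is on the log2 scale. The glycolysis score was 0.02 ± 0.09 in O-NR and −0.02 ± 0.12 in O-WT HSCs (SD, n = 4), a difference of 0.04 (two-sided exact permutation test, p = 0.657). In CLPs it was 0.02 ± 0.11 against −0.02 ± 0.13 (difference 0.04, two-sided exact permutation test, p = 0.629), and in GMPs 0.01 ± 0.06 against −0.01 ± 0.05 (difference 0.02, two-sided exact permutation test, p = 0.657). After Benjamini-Hochberg adjustment over 6 lists and 3 cell types each p was 0.882. The differences were smaller than the spread between mice. Their sign changed with the list. A Reactome list of 31 glycolysis transcripts gave −0.01 in HSCs and −0.01 in GMPs, and upper quartile normalization gave −0.02 in CLPs. Ranking all tested transcripts by signal to noise, the normalized enrichment score (NES) of the 32 transcripts was 1.07 in HSCs, 1.17 in CLPs and 0.81 in GMPs, with p-values from permuting transcripts, which are not independent replicates, of 0.334, 0.221 and 0.759. The members with the smallest p in HSCs were *Slc16a1* (0.43, standard error 0.13) and *Minpp1* (0.41, standard error 0.14), higher in O-NR. In CLPs they were *Slc16a1* (0.47) and *Tpi1* (0.44), and in GMPs *Gapdh* (0.12) and *Pfkm* (0.16). Their adjusted p-values were 0.995 in HSCs, 1 in CLPs and 0.997 in GMPs (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).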

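Lists of 81 transcripts of oxidative phosphorylation, 69 of mitophagy, 86 of hypoxia and 118 of the inflammatory response were scored in the same way. The oxidative phosphorylation score was 0.04 ± 0.09 in O-NR and −0.04 ± 0.18 in O-WT HSCs (SD, n = 4), a difference of 0.07 (two-sided exact permutation test, p = 0.571). In CLPs it was 0.10 ± 0.25 against −0.10 ± 0.34, a difference of 0.21 (two-sided exact permutation test, p = 0.4), with one O-WT library at −0.603. In GMPs the difference was 0.00 (two-sided exact permutation test, p = 0.943). Mitophagy scores differed by 0.09 in HSCs (0.04 ± 0.07 against −0.04 ± 0.11, two-sided exact permutation test, p = 0.229), by 0.07 in CLPs (p = 0.657, same exact test) and by 0.00 in GMPs (p = 1, same exact test). Hypoxia scores differed by −0.01 in HSCs (two-sided exact permutation test, p = 0.8), by −0.03 in CLPs (p = 0.486, same exact test) and by −0.01 in GMPs (p = 0.686, same exact test). The inflammatory response score was −0.07 ± 0.10 in O-NR and 0.07 ± 0.03 in O-WT CLPs, a difference of −0.13 with 3 of 4 O-NR mice below every O-WT mouse (two-sided exact permutation test, p = 0.0571). Its difference was −0.05 in HSCs (p = 0.286, same exact test) and −0.05 in GMPs (p = 0.457, same exact test). No p was below 0.882 after Benjamini-Hochberg adjustment over the 6 lists and 3 cell types. In single alternatives, some unadjusted exact p-values reached the smallest the design allows, with the signs kept. These were mitophagy in HSCs and hypoxia in CLPs with upper quartile normalization, and the inflammatory response in CLPs with the median over the list. Other alternatives reversed the sign of hypoxia in each cell type and of the inflammatory response in HSCs. With a permutation of transcripts in place of mice, the NES was 1.98 (adjusted p = 0.00565) for oxidative phosphorylation and 1.90 (adjusted p = 0.00565) for mitophagy in HSCs, and 2.85 (adjusted p = 0.00534) and 1.60 (adjusted p = 0.0372) in CLPs. These permutation p-values take transcripts as independent, which co-regulated transcripts are not. In GMPs the NES was 0.45 for oxidative phosphorylation and −0.72 for mitophagy. The NES of the inflammatory list was −1.08 in HSCs, −1.44 in CLPs and −1.33 in GMPs, and that of the hypoxia list was 1.19, 0.96 and 0.93. Among the members, *Cox5a* (0.36) and *Ndufa12* (0.33) of oxidative phosphorylation and *Ubb* (0.34) of mitophagy were higher in O-NR HSCs, while *Fundc1* of mitophagy fell by 0.31. *Cxcr4* of the hypoxia list (chromosome 1, 128588199 to 128592293) was 17.4 ± 3.63 CPM in O-NR and 28.6 ± 3.28 in O-WT HSCs (log2 fold change −0.72, standard error 0.15, adjusted p = 0.448 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il10ra* of the inflammatory list (chromosome 9, 45253837 to 45269149) was 9.29 ± 4.02 against 22.8 ± 7.26 CPM (log2 fold change −1.30, standard error 0.27, adjusted p = 0.416 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CLPs *Emp3* of the inflammatory list was higher (0.64) and *Ccr7* lower (−0.71), and *Ddit4* of the hypoxia list fell by 1.31 with 16 to 55 reads per library.

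**Figure D1:**
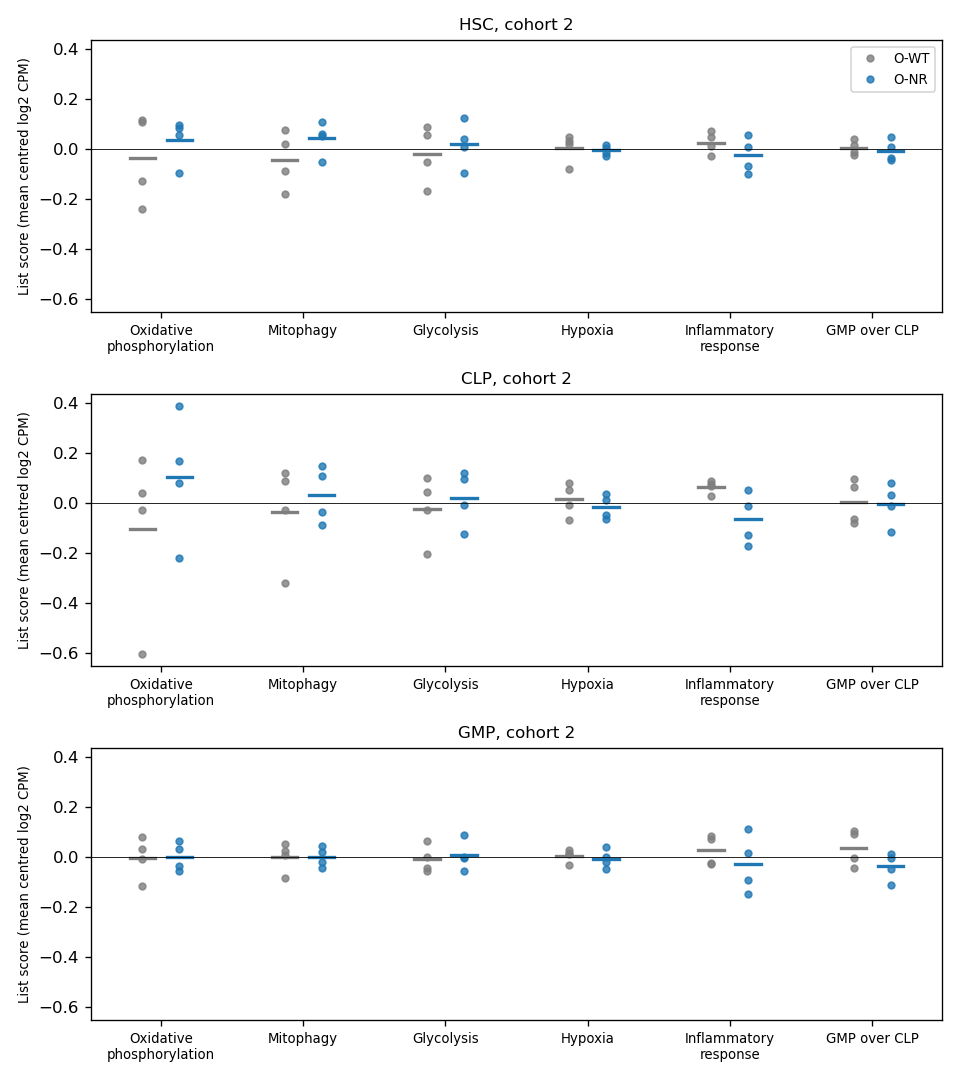
Scores of 6 gene lists (mean log2 CPM over the list, centred per transcript, vertical axis) in HSCs, CLPs and GMPs of cohort 2. Each dot is 1 mouse, O-WT in grey and O-NR in blue, n = 4 each, and each bar is the group mean; the dots of the groups overlap for the oxidative phosphorylation, mitophagy, glycolysis and hypoxia lists in each cell type.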

The upregulated oxidative phosphorylation and mitophagy pathways, together with downregulated hypoxia and inflammatory response pathways, indicate a reduced stress state^30^ (Fig. 4c), which is consistent with the observation that NR treatment reduces the level of inflammatory cytokines in aged mice (Fig. 3c). To address if these transcriptional changes correlated with differences in mitochondrial potential, we stained HSCs, LSKs, lineage negative (Lin^−^) and positive (Lin^+^) cells with TMRM, and the efflux pump inhibitor, verapamil. We saw HSCs had more robust mitochondrial potential than differentiated cells, but there were no significant alterations in potential after NR treatment in any population we assayed (Fig. 4d).

**Fig. 4:**
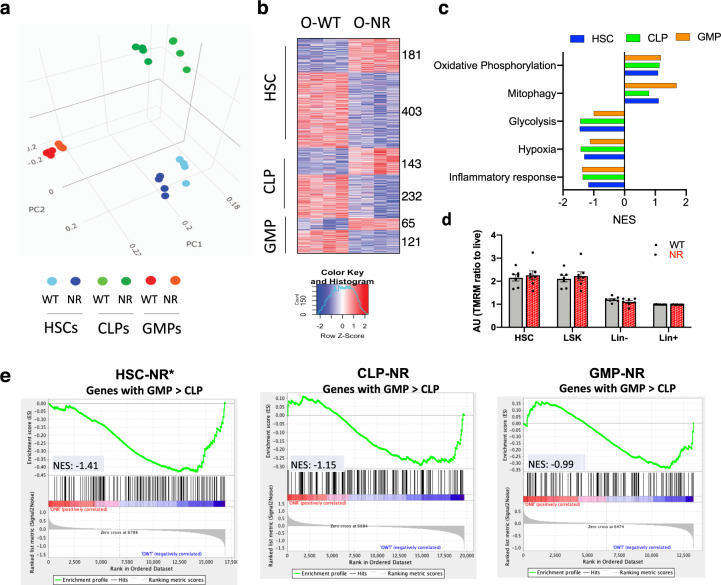
NR supplementation leads to transcriptional alteration in aged HSCs, CLPs, and GMPs. **a** PCA analysis of total RNA-seq transcripts from old WT and NR-treated HSCs (Blue), CLPs (Green), and GMPs (Red). **b** Heatmap analysis of differentially expressed genes in HSCs, CLPs, and GMPs (O-WT vs O-NR) determined using the following thresholds: expression levels CPM > 3, and *p* value < 0.01. **c** Normalized enrichment scores (NES) for gene sets comparing NR and untreated cells. **d** Quantification of ΔΨm in aged bone marrow populations after NR (with verapamil). **e** Gene set enrichment analysis (GSEA) for genes belonging GSE37301_CLP_VS_GMP_Down show decreased expression after NR supplementation in all HSC, CLP, and GMP populations.

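As a stand-in for a published set of transcripts higher in GMPs than in CLPs, whose members are not listed in full in the paper, a list was taken from the O-WT libraries themselves. Between the 4 O-WT GMP and 4 O-WT CLP libraries, 5001 transcripts were higher in GMPs with an adjusted p-value below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the 200 with the largest log2 fold change formed the list. For HSCs the list is independent of the libraries scored. For CLPs and GMPs the same O-WT libraries entered both steps. In HSCs 160 of the 200 were tested, and their score was −0.01 ± 0.04 in O-NR and 0.01 ± 0.03 in O-WT (SD, n = 4), a difference of −0.01 (two-sided exact permutation test, p = 0.657). In GMPs the score was −0.04 ± 0.05 against 0.04 ± 0.07, a difference of −0.08 with 2 of 4 O-NR mice below every O-WT mouse (two-sided exact permutation test, p = 0.2). The difference in CLPs was −0.01 (two-sided exact permutation test, p = 0.943). In HSCs and CLPs the sign changed when each transcript was scaled to unit variance, to 0.04 and 0.06, and when the median over the list replaced the mean, to 0.03 and 0.02. In GMPs it stayed negative under every alternative and in every fit with a library left out. The NES was −0.86 in HSCs, 1.05 in CLPs and −1.61 in GMPs, the last with an adjusted p = 0.00245 from a permutation of transcripts, which are not independent replicates. *Gfi1* (chromosome 5, 107716657 to 107726036), which encodes a transcription factor of granulocyte development, was 13.7 ± 2.2 CPM in O-NR and 20.1 ± 4.73 in O-WT HSCs (log2 fold change −0.55, standard error 0.18), and *Hspa5* (chromosome 2, 34771970 to 34777547), an endoplasmic reticulum chaperone, was 219 ± 31.1 against 305 ± 39.6 CPM (−0.48, standard error 0.13). *Hspa5* also fell by 0.31 and *Card9* by 0.25 in GMPs. The smallest adjusted p-value of these was 0.905, of *Hspa5* in GMPs (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). In CLPs the members with the smallest p were higher in O-NR, *Gm8113* (0.63) and *Arsb* (0.47).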

Looking for specific enrichment of pathways relevant to hematopoiesis, we found that after NR treatment the stem and progenitor cells decreased expression of genes robustly expressed in myeloid progenitor cells compared to lymphoid-progenitor cells (Fig. 4e and Supplementary Fig. 4, GSE37301_CLP_VS_GMP_Down). These data further support the intrinsic alterations of stem and progenitor cells contributing the shift from myeloid toward more lymphoid lineage after NR treatment.

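Whether the effect of NR on a list score differed between cell types was tested by permuting the treatment labels within each cell type. Between HSCs and GMPs the difference was 0.07 for oxidative phosphorylation (two-sided permutation test, p = 0.551), 0.08 for mitophagy (p = 0.286 by the same permutation) and 0.06 for the transcripts higher in GMPs than in CLPs (p = 0.279 by the same permutation). Between HSCs and CLPs it was −0.14 for oxidative phosphorylation (two-sided permutation test, p = 0.599) and 0.08 for the inflammatory response (p = 0.352 by the same permutation). Over 52 such tests the adjusted p of each of these was 0.982 after Benjamini-Hochberg adjustment. From the clusters of the principal components and the changed transcripts, the paper concludes that HSCs responded most. From the changed transcripts alone it concludes that GMPs were affected least. From raised oxidative phosphorylation and mitophagy sets and lowered hypoxia and inflammatory sets it infers a reduced stress state, and it sets this beside the lower inflammatory cytokines in blood. From the lower expression of transcripts typical of GMPs over CLPs, it reasons that changes within stem and progenitor cells contribute to the move from myeloid toward lymphoid output.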

### Alterations driven by NR supplementation are not sustained after NR withdrawal

Given the improved lymphoid output in NR-treated aged HSCs, we also wanted to evaluate if these NR-driven phenotypes could be sustained after NAD^+^ supplement removal in an aged environment. We analyzed old mice treated with NR that received a 2-month washout period. NR supplement-directed changes in frequency seen in the primitive compartments (CLP and HSC) were significantly reversed after withdrawal of NR (O-NR-RC: Fig. 5a, b). The same rebounding effect was also seen in the myeloid cell compartment of the peripheral blood (Fig. 5c), in which the neutrophil compartment (reduced after NR treatment) becomes the predominant population after NR withdrawal. 

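HSCs of old mice taken off NR for 2 months (O-NR-RC) were sequenced together with HSCs of untreated old mice and of old mice on NR, as a separate set of 9 libraries that the sample labels call cohort 1. It holds 2 O-WT, 4 O-NR and 3 O-NR-RC libraries, each taken as 1 mouse, from mice of 24 to 29 months. The reads were prepared, aligned and counted by the authors in the same way as for the other set, and the counts are again not normalized. The O-WT libraries had 13728764 and 16665615 counted reads. The O-NR libraries had 10240871 to 21694836 (median 17140863), and the O-NR-RC libraries 8897256 to 23816042 (median 9213144). O-NR-RC was sequenced only in cohort 1, so comparisons were made within it. All 9 libraries entered one edgeR fit with a shared estimate of the spread, over the 33350 genes with more than 3 CPM in at least 2 libraries. The paper's text does not name the cohort of the O-WT libraries in Fig. 5d–f, so the 4 O-WT libraries of cohort 2 were used as an alternative. With 2 O-WT mice, a two-sided exact permutation test cannot go below 0.0667 against 4 O-NR mice or below 0.1 against 3 O-NR-RC mice. Between O-NR-RC and O-NR it can reach 0.0286. HSC markers were lower than in the other cohort, with *Procr* at 43.5 ± 19.9 CPM over the 9 libraries against 104 ± 26.1 over the 8 HSC libraries of cohort 2 (SD). The counts of 1736 olfactory and vomeronasal receptor genes, which blood cells do not express, summed to 4280.6 to 14711 CPM in cohort 1.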

Given these striking reversals of progenitor cell and peripheral blood composition after supplement removal, we purified HSCs from the old NR-RC mice and performed RNA-seq analysis. PCA clustering among the three groups of isolated HSCs shows the O-WT separate furthest away from both the O-NR and O-NR-RC groups (Fig. 5d). 

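Over all 33350 genes, the distance between group centroids in log2 CPM was 46 between O-WT and O-NR, 54.4 between O-WT and O-NR-RC and 33.1 between O-NR and O-NR-RC. On PC1 and PC2 alone these distances were 37.4, 47.5 and 27.1. Pairs of libraries within a group lay 43.9 to 168 apart, with a median of 114. Distances between means are smaller than those between single libraries by construction, so these are not compared. The 3 groups accounted for 12.3% of the summed squared distances (exact permutation test over all 1260 regroupings, p = 0.784). The result moved most with the choice of O-WT libraries. With the 4 O-WT libraries of cohort 2 in place of the 2 of cohort 1, O-WT lay 198 from O-NR and 204 from O-NR-RC, and O-NR lay 33.5 from O-NR-RC. The O-WT centroids of the cohorts lay 184 apart. With all 17 HSC libraries together and no cohort term, O-WT lay nearer to O-NR (54.2) than O-NR-RC did (117). O-NR-RC is in cohort 1 alone, so the distances of these alternatives cannot be told apart from the difference between cohorts.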

Further, the O-NR-RC HSCs do not revert back toward the O-WT HSCs on two main component axes (PC1 or PC2), but instead move away from O-NR HSCs in a different trajectory. 

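PC1 held 74.1% and PC2 5.57% of the variance of the 9 libraries. On PC1 the O-WT libraries lay at 45.3 and 6.7, within the range of the others. The O-NR libraries lay at −60.3, −58.6, 43.5 and 61.9 and the O-NR-RC libraries at 92.6, −69.1 and −62.0, so each of these groups was split along PC1. On PC2 the O-WT libraries lay at 13.9 and −10.5, the O-NR libraries at 0.7, 1.9, −21.2 and −25.9, and the O-NR-RC libraries at 30.4, 4.5 and 6.3. Every O-NR-RC library lay above every O-NR library on PC2, with one O-WT library among the O-NR-RC values and one among the O-NR values. Libraries with a larger share of counts on the olfactory and vomeronasal receptor genes lay lower on PC1. With the sign of PC1 reversed, it followed that share over the 9 libraries (Pearson's r = 0.999, exact permutation p = 2.76e-06; Spearman's rho = 1.000, exact permutation p = 5.51e-06). Without the 2 libraries farthest from the median, r was 0.999, and after Benjamini-Hochberg adjustment over 8 relations p was 1.10e-05. With those receptor genes left out of the components PC1 held 74.3%, and r, with the sign chosen in the same way, was again 0.999 (exact permutation p = 2.76e-06).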

We found 107 significantly upregulated and 126 significantly downregulated transcripts between O-NR and O-NR-RC HSCs (Fig. 5e). 

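Between O-NR-RC and O-NR HSCs of cohort 1, 12 transcripts had an unadjusted p-value below 0.01, where uniform p-values would give 333.5 and the 35 divisions of these libraries into 3 and 4 gave a median of 12, with 11 higher and 1 lower in O-NR-RC, so that 8.33% were lower (95% Clopper-Pearson interval 0.211% to 38.5%). Below 0.05 there were 97. None had an adjusted p-value below 0.05, and the smallest adjusted p was 0.644 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The O-NR-RC values lay apart from the O-NR values for 400 transcripts, 1.2% of those tested, where chance gives 5.71%, and 8 of these were among the 12. DESeq2 with its own size factors gave 21 higher and 6 lower, and upper quartile normalization gave 7 higher and 2 lower. Most were lower with 1 RUVr factor (185 higher and 410 lower) and without O-NR-RC replicate 1 (31 higher and 104 lower). Most were also lower with all 8 O-NR libraries (6 higher and 18 lower) and with each RUVr or RUVs setting chosen after seeing the data. The other alternatives set before the data were examined kept most higher. The number moved most with the O-NR libraries of cohort 2 in place of those of cohort 1, to 7989 transcripts. There, withdrawal and cohort cannot be told apart. With each library left out in turn it ranged from 7 to 135, with 4 to 10 of the 12 kept. The O-NR and O-NR-RC libraries share the replicate numbers 1 to 3 and are different mice. Same-numbered libraries deviated with a mean correlation of −0.24 across genes, against 0.09 for other pairs. With the replicate number as a replicate block, 8 transcripts passed 0.01, each of them higher in O-NR-RC. *S100a9* (chromosome 3, 90692632 to 90695721), a neutrophil protein, was 10.9 ± 2.48 CPM in O-NR-RC (SD, n = 3) and 2.06 ± 0.781 in O-NR (SD, n = 4), a log2 fold change of 2.40 (standard error 0.37, adjusted p = 0.644 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ngp* (chromosome 9, 110419747 to 110423012), a neutrophil granule protein, was 16.2 ± 3.68 against a mean of 7.57 CPM (6.75 to 8.43 in single O-NR mice; log2 fold change 1.09, standard error 0.23). *Igkc* (chromosome 6, 70726435 to 70726966), the immunoglobulin kappa constant region, was 55.4 ± 55.2 against 8.61 ± 7.19 CPM (2.69, standard error 0.71). *Gm20161*, which has no position in the annotation used here, fell by 1.04 from 3.02 ± 0.619 to 1.47 ± 0.136 CPM.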

Pathways previously implicated in NR benefits and examined in Fig. 4c were evaluated in HSCs after the removal of NR (Fig. 5f). We see in these pathways the NR-RC HSCs do not revert back toward WT expression. For both OxPhos and mitophagy, after NR, there is an enhancement of transcripts involved in those pathways. 

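In cohort 1 the oxidative phosphorylation score (mean log2 CPM of the hand-written list, centred per transcript over the 9 libraries) was 0.00 ± 0.56 in O-NR (SD, n = 4) and 0.21 ± 0.08 in O-WT HSCs (SD, n = 2), a difference of −0.21 (two-sided exact permutation test, p = 0.733). The mitophagy score was −0.03 ± 0.46 against 0.20 ± 0.14, a difference of −0.23 (two-sided exact permutation test, p = 0.6). For each of the lists, 2 of the 4 O-NR mice lay above and 2 below the O-WT mice. The differences grew most with the 4 O-WT libraries of cohort 2 in place of those of cohort 1, to −1.01 and −0.79, a comparison in which treatment and cohort cannot be told apart. With both cohorts and a cohort term they were 0.00 (two-sided permutation test, p = 0.985) and −0.01 (p = 0.951 by the same permutation).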

After removal of NR, there is decreased expression of these pathways, and reversion of expression is to an extent that is even lower that what was seen originally in old-WT HSCs (NRRC < WT < NR). Similarly, the increased expression of genes involved in the inflammatory pathway in O-NR-RC HSCs overshoot the expression levels of these genes in old WT HSCs (NR < WT < NRRC). 

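The oxidative phosphorylation score of the O-NR-RC HSCs was −0.14 ± 0.77 (SD, n = 3), which is −0.14 from O-NR (two-sided exact permutation test, p = 0.771) and −0.35 from O-WT (p = 0.5, same exact test). Their mitophagy score was −0.10 ± 0.66, which is −0.07 from O-NR (two-sided exact permutation test, p = 0.857) and −0.30 from O-WT (p = 0.6, same exact test). After Benjamini-Hochberg adjustment each p was 0.938. The group means were in the order O-NR-RC, O-NR, O-WT from low to high for each list, with 1 of the 3 O-NR-RC mice above and 2 below every O-NR mouse. With the replicate block, which leaves out O-NR replicate 4, O-NR-RC was above O-NR by 0.05 for oxidative phosphorylation and by 0.07 for mitophagy. With each library left out in turn the differences from O-NR ranged from −0.59 to 0.10 and from −0.46 to 0.13. The members with the smallest p were *Ndufa3*, which fell by 0.34, and *Uqcrq*, which fell by 0.24, of oxidative phosphorylation, and *Tfeb* (−0.29) and *Calcoco2* (0.31) of mitophagy.

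**Figure D2:**
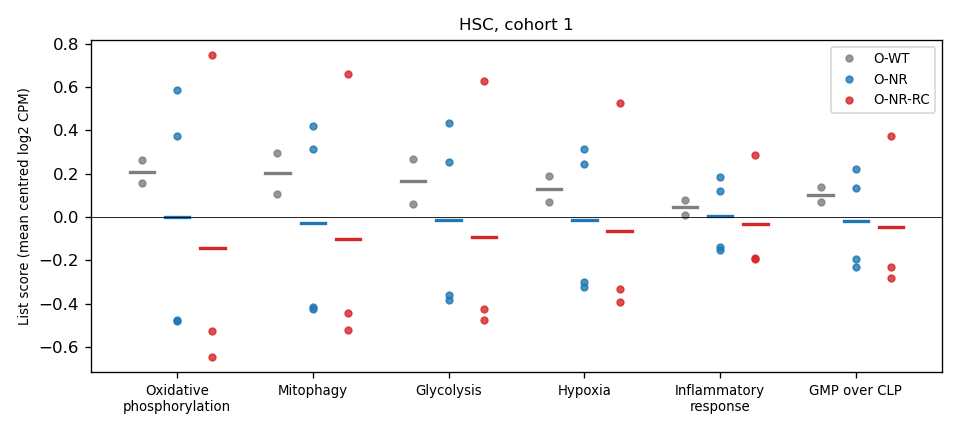
Scores of 6 gene lists (mean log2 CPM over the list, centred per transcript, vertical axis) in HSCs of cohort 1. Each dot is 1 mouse, O-WT in grey (n = 2), O-NR in blue (n = 4) and O-NR-RC in red (n = 3), and each bar is the group mean; the O-NR and O-NR-RC dots fall into a high and a low part, with the O-WT dots nearer the high part.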

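The inflammatory response score in cohort 1 was 0.04 ± 0.05 in O-WT (SD, n = 2), 0.00 ± 0.17 in O-NR (SD, n = 4) and −0.03 ± 0.27 in O-NR-RC HSCs (SD, n = 3). O-NR-RC differed from O-NR by −0.04 (two-sided exact permutation test, p = 0.857) and from O-WT by −0.08 (p = 1, same exact test), and O-NR differed from O-WT by −0.04 (p = 0.8, same exact test). Each difference was smaller than the SD of O-NR and of O-NR-RC, although −0.08 exceeded the SD of the 2 O-WT mice. The signs changed with the processing. With upper quartile normalization O-NR was 0.03 above O-WT, and with the replicate block O-NR-RC was 0.02 above O-NR. The members with the smallest p between O-NR-RC and O-NR were the interferon-induced *Isg15*, which fell by 0.69 from 4.29 ± 1.36 to 2.65 ± 0.464 CPM, and *Ifit1*, which fell by 0.61 from 18.9 ± 5.84 to 12.3 ± 5.02 CPM. Each had an adjusted p = 1 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).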

NR-RC transcripts involved in hematopoietic specific comparisons (GMP vs CLP) as well as hypoxia were at intermediate levels, between the NR and WT conditions (NR < NRRC < WT). 

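The score of the 200 transcripts higher in O-WT GMPs than in O-WT CLPs was 0.10 ± 0.05 in O-WT (SD, n = 2), −0.02 ± 0.23 in O-NR (SD, n = 4) and −0.05 ± 0.37 in O-NR-RC HSCs of cohort 1 (SD, n = 3). O-NR differed from O-WT by −0.12 (two-sided exact permutation test, p = 0.533), O-NR-RC from O-NR by −0.03 (p = 0.886, same exact test) and O-NR-RC from O-WT by −0.15 (p = 0.6, same exact test). The hypoxia score was 0.13 ± 0.09 in O-WT, −0.02 ± 0.34 in O-NR and −0.06 ± 0.51 in O-NR-RC. Its differences were −0.14 for O-NR against O-WT (two-sided exact permutation test, p = 0.667), −0.05 for O-NR-RC against O-NR (p = 0.857, same exact test) and −0.19 for O-NR-RC against O-WT (p = 0.6, same exact test). No difference exceeded the SD of O-NR or of O-NR-RC, although those from O-WT exceeded the SD of the 2 O-WT mice. With the replicate block O-NR-RC was above O-NR by 0.05 for the GMP transcripts and by 0.06 for hypoxia. The members with the smallest p between O-NR-RC and O-NR were *Gm14537* (−0.74), a processed pseudogene whose reads could be shared with its parent gene, *Prss57* (0.38), *Efna1* (−0.48) and *Jun* (−0.99), which ranged from 21 to 132 CPM within O-NR.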

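The glycolysis score in cohort 1 was 0.16 ± 0.15 in O-WT (SD, n = 2), −0.01 ± 0.42 in O-NR (SD, n = 4) and −0.09 ± 0.62 in O-NR-RC HSCs (SD, n = 3). O-NR differed from O-WT by −0.18 (two-sided exact permutation test, p = 0.533), O-NR-RC from O-NR by −0.08 (p = 0.857, same exact test) and O-NR-RC from O-WT by −0.26 (p = 0.6, same exact test). The order of the means from low to high was O-NR-RC, O-NR, O-WT. Each difference was smaller than the SD of O-NR and of O-NR-RC, although those from O-WT exceeded the SD of the 2 O-WT mice. The replicate block reversed the difference between O-NR-RC and O-NR, to 0.07, and leaving out each library in turn moved it from −0.44 to 0.11. *Minpp1* (−0.33) and *Pfkfb1* (0.28) had the smallest p of the list between O-NR-RC and O-NR.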

Finally, for genes associated with glycolysis, instead of reversion toward or beyond the expression levels in the WT HSCs, their expression in O-NRRC HSCs is even lower than in the NR-treated old HSCs (NR-RC < NR < WT). These data suggest that removal of the supplement does not lead to direct reversion back toward untreated states, but instead may have exaggerated negative effects on the hematopoietic system.

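For each of the 6 lists scored in cohort 1 (oxidative phosphorylation, mitophagy, glycolysis, hypoxia, inflammatory response and the GMP transcripts), the mean was highest in O-WT and lowest in O-NR-RC. The median CPM on the olfactory and vomeronasal receptor genes ran the other way, at 7427.2 in O-WT, 9962.2 in O-NR and 14076 in O-NR-RC. Counts that do not come from blood cell transcripts therefore cannot be told apart from treatment as a source of this order. The replicate block, which leaves out O-NR replicate 4, put O-NR-RC above O-NR for each of the 6. The NES of O-NR-RC against O-WT from permuting transcripts was −2.92 for oxidative phosphorylation, −2.67 for mitophagy and −1.68 for hypoxia (adjusted p = 0.00309 each). It was −1.82 for glycolysis (adjusted p = 0.0102), −1.27 for the GMP transcripts (adjusted p = 0.0298) and −0.67 for the inflammatory response (adjusted p = 0.997). These permutation p-values take transcripts as independent, which co-regulated transcripts are not. From the order of the groups in these gene sets, and from the position of the O-NR-RC HSCs on the principal components, the paper proposes that withdrawal of NR does not return HSCs directly to the untreated state and may bring stronger negative effects.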

**Fig. 5:**
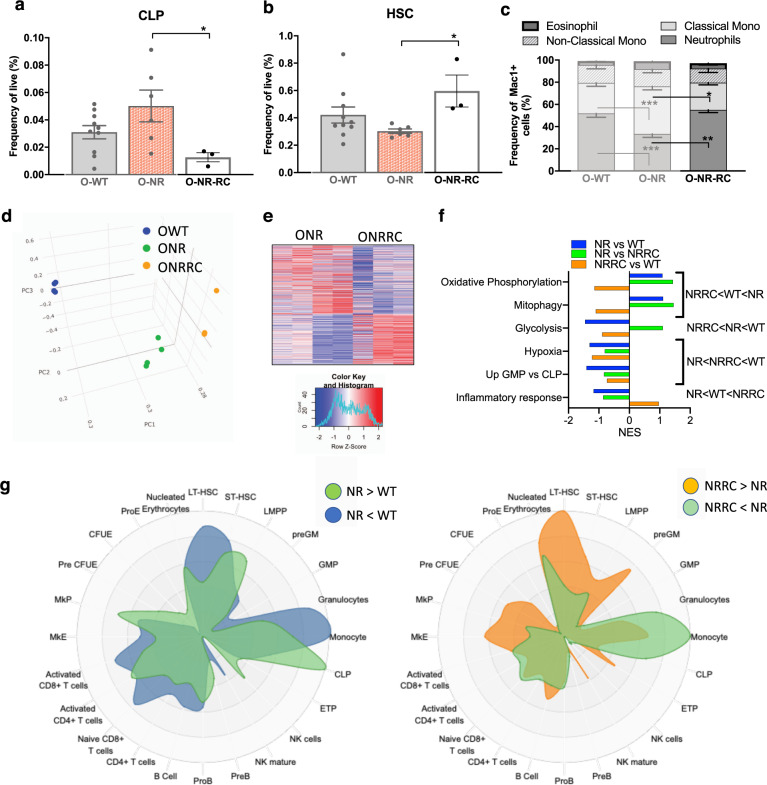
NR supplementation effects are not sustained upon NR removal. **a**, **b** Frequency analysis of early progenitor compartments in old mice after recovery (NR-RC: 2 months of supplement withdrawal) compared to O-WT and O-NR (*n* = 3–10). **c** Composition of Mac1^+^ cells from peripheral blood (*n* = 3–17). **d** PCA analysis of total RNA-seq transcripts from old WT (Blue) and old NR-treated HSCs (Green), and old NR-RC HSCs (Orange). **e** Heatmap analysis of differentially expressed genes in O-NR and after recovery (ONRRC) determined using the following thresholds: expression levels CPM > 3, and *p* value < 0.01. **f** Normalized enrichment scores (NES) for gene sets comparing old-WT, old-NR, and old-NRRC HSCs. **g** CellRadar plot indicating the lineage potential derived from transcriptional changes between old WT and old NR (left: enriched in NR, green/depleted in NR, blue) and between old NR and old-NRRC (right: enriched after NR removal, orange/depleted after NR removal, green). Data are represented as mean ± SEM. Kruskal–Wallis test for **a** and **b**, two-way ANOVA for **c**. *q* value (Kruskal–Wallis test) or *p* value (two-way ANOVA): <0.05*, <0.01**, <0.001***.

To examine hematopoietic signatures in the NR-treated HSC and after NR removal, we used CellRadar^31^ to compare genes up- and downregulated in the HSC transcriptomes against published lineage associated genes. 

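The lineage sets and the plotting tool of the paper were not used here. In their place, lists written by hand before the counts were seen, of 30 lymphoid progenitor, 33 myeloid progenitor, 24 monocyte, 32 megakaryocyte and erythroid and 30 long-term HSC transcripts, were scored in HSCs, with the 200 transcripts highest in each of O-WT HSCs, CLPs and GMPs over the other 2. In cohort 2 the lymphoid progenitor score differed between O-NR and O-WT by 0.00 (0.00 ± 0.14 against 0.00 ± 0.18, SD, n = 4 each, two-sided exact permutation test, p = 1) and the score of the transcripts highest in CLPs by −0.06 (p = 0.743, same exact test). The myeloid progenitor score differed by −0.10 (−0.05 ± 0.24 against 0.05 ± 0.26, two-sided exact permutation test, p = 0.571), the monocyte score by −0.13 (p = 0.543, same exact test) and that of the transcripts highest in GMPs by −0.04 (p = 0.4, same exact test). For long-term HSC transcripts the difference was 0.04 (two-sided exact permutation test, p = 0.714), and for those highest in HSCs −0.01 (p = 0.914, same exact test). The O-WT HSC libraries scored here also entered the choice of the lists of 200 transcripts. For the transcripts highest in HSCs this favours O-WT, and a list taken from the O-NR libraries reversed the sign. In cohort 1 the lymphoid progenitor score was −0.03 ± 0.07 in O-NR (n = 4) and 0.10 ± 0.03 in O-WT (n = 2), a difference of −0.13 with 4 of 4 O-NR mice below both O-WT mice (two-sided exact permutation test, p = 0.133), and the myeloid progenitor score differed by −0.07 (p = 0.467, same exact test). Each of these O-NR against O-WT differences had an adjusted p of 1 over the lineage lists (Benjamini-Hochberg). The lymphoid difference in cohort 2 became −0.03 with upper quartile normalization, and in cohort 1 it became 0.21 with the O-WT libraries of cohort 2. In HSCs of cohort 2, *Il2rg* (0.26) and *Tcf3* (0.22) of the lymphoid list were higher in O-NR, *Csf1r* fell by 0.44 of the myeloid list, and *Ltb* fell by 0.49 and *Robo4* rose by 0.39 of the long-term HSC list. The smallest adjusted p-value of these was 0.903, of *Ltb* (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).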

After NR treatment, compared to WT, the NR HSCs are enriched for profiles associated with lymphoid-progenitor cells including CLPs and LMPPs, while depleted for profiles associated with HSCs or myeloid cells (Fig. 5g). These expression profiles mirror the lineage output of the NR-treated mice as well as the change in lineage potential during HSC transplant paradigms (Fig. 2). 

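Between O-NR-RC and O-NR HSCs of cohort 1, the long-term HSC score was −0.16 ± 0.76 in O-NR-RC (SD, n = 3) and 0.01 ± 0.63 in O-NR (SD, n = 4), a difference of −0.17 (two-sided exact permutation test, p = 0.771). The score of the transcripts highest in HSCs differed by −0.10 (two-sided exact permutation test, p = 0.914). The myeloid progenitor score was 0.12 ± 0.04 in O-NR-RC and −0.08 ± 0.05 in O-NR, a difference of 0.21, higher in 3 of 3 O-NR-RC mice than in any O-NR mouse. Its two-sided exact permutation p was 0.0286, the smallest this design allows, and 0.686 after Benjamini-Hochberg adjustment over the lineage lists. The difference kept its sign, at 0.37 with each transcript scaled to unit variance, 0.15 with the median over the list and 0.07 with transcripts above a mean of 10 CPM, but no longer had the smallest p. Both members with the smallest p, *S100a9* and *Ngp*, also belong to the neutrophil list. The megakaryocyte and erythroid score was −0.05 ± 0.60 against −0.09 ± 0.27, a difference of 0.04 (two-sided exact permutation test, p = 0.971), which became −0.13 with scaled transcripts. *Hbb-bs* (chromosome 7, 103826534 to 103828096; log2 fold change 2.47, standard error 0.73) and *Hba-a2* (chromosome 11, 32296489 to 32297298; 3.06, standard error 1.04) were higher in O-NR-RC, where single mice ranged from 3.37 to 41 and from 0.986 to 36.2 CPM. These globin genes have near-identical neighbouring copies between which reads could be split, so their values are uncertain. For *Sult1a1* (0.49) and *Ly6a* (−0.67) of the long-term HSC list the standard errors were 0.53 and 0.41.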

After the washout period, the NRRC HSCs have a more HSC-centric profile and elevated expression of genes associated with myeloid and erythroid progenitor populations (Fig. 5g). 

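The monocyte score was 0.02 ± 0.05 in O-NR-RC (SD, n = 3) and −0.01 ± 0.04 in O-NR HSCs of cohort 1 (SD, n = 4), a difference of 0.03 (two-sided exact permutation test, p = 0.429), and differed from O-WT by 0.04 (p = 0.6, same exact test). The members with the smallest p between O-NR-RC and O-NR were *Itgam*, at 11.3 ± 0.886 against 8.85 ± 2.09 CPM (log2 fold change 0.35, standard error 0.21), and *Tgfbi*, at 76.6 ± 56.4 against 52.4 ± 13.6 CPM (0.55, standard error 0.45). Leaving out each library in turn moved *Tgfbi* from −0.25 to 0.83.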

The NRRC HSCs also show repressed monocyte signatures (Fig. 5g), which corresponds with cell composition changes seen in the hematopoietic system after withdrawal of the supplement (Fig. 5a–c). Together, these data suggest that cell-intrinsic alterations contributing to improved lymphoid potential in the aged environment are not sustained after NR withdrawal, and that withdrawal in an aged environment may lead to more severe myeloid skewing compared to normal aging.

## Discussion

The improved lymphoid lineage potential in mice with compromised hematopoietic systems after NR treatment suggests that elevated NAD^+^ levels could provide a more favorable systemic environment for these cells and/or promote differentiation toward lymphoid cell types. In both the *Atm*^−/−^ and aged environments, there is an associated loss of NAD^+^ levels compared to young, healthy mice^32,33^, and global administration of the NR likely has a direct effect not only on stem cells, but on all hematopoietic cells. In anecdotal data, NAD^+^ levels were elevated in bulk bone marrow cells after oral administration at concentrations used in our experiments. Of note, many hematopoietic cells express the NAD^+^ glycohydrolases CD38, CD157 (BST-1), and RT-6 (with robust expression on many lymphoid cell types)^34–36^ and elevating circulating levels of NAD^+^ may improve substrate availability to those cells. However, improved environmental stimuli cannot be the only contributing factor driving the altered lineage potential seen in the impaired systems after NAD^+^ supplementation, as transplants of purified HSCs from the NR-treated aged mice show long-term phenotypes of improved lymphoid output (Fig. 2d).

While investigating the environmental contribution to the altered lineage potential, we detected a general decline in inflammatory cytokines in the circulation of NR-treated old mice (Fig. 3c). Of particular interest, regarding the function of HSCs, is the reduction of the IL-1 cytokine level, which has been shown to play a critical role in driving HSC myeloid differentiation^28^. This decline in myeloid differentiation potential may be contributing to the decreased numbers of neutrophils (Fig. 3a, b). As neutrophils are mediators of inflammation, responding to signals and producing cytokines and other inflammatory factors regulating inflammation^37,38^, reduction of these cells would dampen the feedback loop of increased inflammatory cytokines and increased myeloid cell production. However, this decrease in neutrophils is also associated with an increase in frequency of inflammatory monocytes, but CBC data show the numbers of monocytes remains lower in NR-treated mice (data not shown). This global decrease in myeloid differentiation could then allow for increased frequencies of lymphoid progenitors and decreased overall inflammation, mitigating two major negative features in aged hematopoiesis. We also noted that the decline in inflammatory factors we see after short-term NR supplementation in both the aged (Fig. 3c) and *Atm*^−/−^ mice^39^ overlapped with those reported (IL-6 and TNF-α) in a study of oral NR supplementation in humans^29^.

We were unable to reproduce the improved lymphoid potential of either HSCs or CLPs with direct exposure to NR in ex vivo culture conditions (Fig. 3d) though the improved lymphoid potential of old HSCs was maintained in transplanted young, irradiated recipients (Fig. 2d). This is possibly due to suboptimal differentiation conditions ex vivo or the inability to reproduce the systemic changes of NR supplementation that may contribute to the altered potential of the primitive cells. To characterize the lasting effects of NR exposure in the aged mouse, we provided a 2-month washout. We saw that the improved lymphoid output seen after NR was not sustained in the aged environment after supplement removal. Together, this suggests that the transcriptional changes of the progenitor cells are augmented by environmental stimuli—associated either with a young-recipient environment or NAD^+^ supplemented aged environment—and the combination is required to sustain the improved lymphoid lineage output.

Using transcriptome analysis to address changes in progenitor cells that could contribute to functional alterations in the treated HSCs, we did not see striking differences in genes implicated in other studies of NAD^+^ repletion, such as the sirtuin genes, *Parp1*, or even *Cd38* when comparing NR-treated old HSCs to untreated old HSCs (data not shown). 

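In HSCs of cohort 2, *Sirt1* (chromosome 10, 63319005 to 63381704) was 39.9 ± 0.622 CPM in O-NR and 37.4 ± 2.24 in O-WT (SD, n = 4), a log2 fold change of 0.10 (standard error 0.10, adjusted p = 0.995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the other sirtuins were −0.07 for *Sirt2* (standard error 0.13), 0.19 for *Sirt3* (0.14), 0.22 for *Sirt4* (0.21), 0.01 for *Sirt5* (0.15), 0.25 for *Sirt6* (0.22) and −0.16 for *Sirt7* (0.11). *Parp1* (chromosome 1, 180568924 to 180601254) was 118 ± 10.8 CPM in O-NR and 117 ± 24.2 in O-WT, a log2 fold change of 0.01 (standard error 0.14). *Cd38* (chromosome 5, 43868553 to 43912375) was 21.8 ± 4.08 against 20.5 ± 2.89 CPM, a log2 fold change of 0.09 (standard error 0.15). The unadjusted p-values of these 9 transcripts ran from 0.165 for *Sirt7* to 0.969 for *Sirt5*, and the adjusted p-values from 0.995 to 0.996 by the same test and adjustment. The sign of *Parp1* and of *Sirt5* changed with upper quartile normalization, to −0.02 and −0.03.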

We also did not see significant changes in overall mitochondrial DNA content after NR treatment (data not shown) or in mitochondrial membrane potential associated with the improved functional potential of HSCs after NR (Fig. 4d). 

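*Ppargc1a*, the gene of PGC-1α (chromosome 5, 51454250 to 51567726 of mm10), was 9.01 ± 3.03 CPM in O-NR and 9.45 ± 1.86 CPM in O-WT HSCs of cohort 2 (SD, n = 4), with 57 to 165 reads per library. The log2 fold change was −0.06 (standard error 0.26), smaller than its standard error, and ranged from −0.28 to 0.09 with each library left out in turn. O-NR mice lay between 5.84 and 12.7 CPM and O-WT mice between 7.08 and 11.5.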

One potential caveat is that we did not directly measure HSCs’ mitochondrial function, and we did see a minor increase in the expression of *PGC-1α*, which encodes the protein PGC-1α, a master regulator of mitochondrial biogenesis, in O-NR HSCs compared to O-WT. This expression change, however, did not reach our minimal significance threshold of FDR < 0.05. 

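The unadjusted p-value of *Ppargc1a* between O-NR and O-WT HSCs of cohort 2 was 0.81 and its adjusted p-value 0.995 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). In cohort 1, *Ppargc1a* was 21.7 ± 3.85 CPM in O-NR-RC (SD, n = 3) and 22.9 ± 1.83 in O-NR HSCs (SD, n = 4), a log2 fold change of −0.08 (standard error 0.21).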

Since NAD^+^ coordinates both mitochondrial biogenesis (e.g., via PGC-1α) and the elimination of damaged mitochondria via mitophagy, it may lead paradoxical reports on either increased or reduced mitochondrial content by NAD^+^ in different conditions^2,4,40^.

Though we see improvement after NR supplementation in the deficient (*Atm*^−/−^ or old) HSCs, we did not see the recently reported improved HSC potential after 1 week of NR treatment in young mice^41^. These differences could be due, in part, to the duration of treatment, the vehicle for administration of NR, gender differences (male vs female), and potentially background strain differences between the groups. Thus, it will be important to further examine some of these key differences, with particular focus on duration of NR treatment and effects on robust versus compromised hematopoietic environments.

While more than seven phase I clinical trials have shown NR supplementation drives elevated NAD^+^ levels in the blood and is well tolerated in middle and old aged individuals^4,42^, potential translation of benefits from NAD^+^ supplementation in human hematopoiesis remain unresolved. Our data suggest that NR administration in compromised hematopoietic systems (NAD^+^ depleted system) drives cell-intrinsic changes of the HSC compartment together with an overall reduction in circulating inflammatory cytokines. However, once the aged system has been exposed to NR, the effects of removing the supplementation may have undesirable consequences. Thus, once a deficient system is exposed to NAD^+^ supplementation, to maintain the benefits we have demonstrated, the regimen may need to be sustained long-term.

## Methods

### Mice

The ATM heterozygous strain (B6;129S4-Atmtm1bal/J) was purchased from The Jackson Laboratory and bred at the NIA facility. After weaning, *Atm*^−/−^ mice and *Atm*^+/+^ littermates were given NR (12 mM) from ChromaDex in drinking water. Mice used in the aging studies were C57BL/6 males: young (3–4 months) and old (24–29 months). NR was supplemented for 4–6 weeks^11^. In condition of NR supplementation, water bottles were changed twice a week. All animal experiments were performed under protocols approved by NIA Institutional Animal Care and Use Committees. Transplant recipient and competitor cells were young female B6.SJL-Ptprca Pepcb/BoyJ (CD45.1) from The Jackson Laboratory.

### Purification of cells

For HSC sorting, bone marrow was first selected as c-Kit positive (PE-cKit antibody and EasySep™ PE Positive Selection Kit II). Enriched cells were stained with antibodies against lineage (Ter119 (BioLegend, 116232, 1/200), B220 (BioLegend, 103227, 1/200), Mac1 (BioLegend, 101224, 1/200), CD3 (BioLegend, 100214, 1/200), Gr1 (BioLegend, 108434, 1/200), IL-7Rα (BioLegend, 135024, 1/200)), cKit (BioLegend, 105808, 1/200), Sca1 (BioLegend, 108126, 1/200), CD34 (eBioscience, 11-0341-85, 1/50), Flk2 (BioLegend, 135310, 1/50), CD150 (BioLegend, 115914, 1/200), and PI and sorted as PI-Lin-cKit+Sca1+CD34-Flk2-CD150+.

### Transplantation experiments

A total of 200 HSCs pooled from donor mice were transplanted into lethally irradiated (9.56 Gy) recipients against 2 × 10^5^ competitor (CD45.1) WBM cells. Peripheral blood analysis was performed at 4-week intervals post transplantation.

### Peripheral blood analysis

CBC data collected using a Hemavet 950FS and frequencies of populations were generated using flow cytometry after ACK treatment and staining with for Ter119 (BioLegend, 116228, 1/100), B220 (BioLegend, 103224, 1/100), Mac1 (BioLegend, 101216, 1/100), CD3 (BioLegend, 100244, 1/100), and Gr1 (BioLegend, 108406, 1/100) and PI (Supplementary Table 2). CD45.1 (BioLegend, 110714, 1/100) and CD45.2 (BioLegend, 109820, 1/100) antibodies were included in transplant blood analysis.

### WBM analysis

Bone marrow cells were ACK treated and then stained with antibodies Ter119 (BioLegend, 116204, 1/100), B220 (BioLegend, 103204, 1/100), Mac1 (BioLegend, 101204, 1/100), CD3 (BioLegend, 100244, 1/100), Gr1 (BioLegend, 108404, 1/100) (Lin), cKit, Sca1, CD34, Flk2, CD150, IL-7Rα FcγRα (eBioscience, 45-0161-82, 1/100), and PI (Supplementary Table 2). Biotinylated antibodies were stained using Streptavidin-Pacific Orange (Thermo Fisher Scientific) before staining PI. Posttransplant marrow was stained with antibodies Ter119, B220, Mac1, CD3, Gr1, IL-7Rα (Lin), cKit, Sca1, CD34, Flk2, CD150, FcγRα, CD45.1 (BioLegend, 110728, 1/100), CD45.2, and PI.

### Serum cytokine assays

Blood was collected by cardiac puncture at the time of sacrifice. After 15 min room temperature incubation, samples were centrifuged at 500 × *g* for 15 min at 4 °C. The sera were collected and stored at −25 °C. Serum cytokines were assayed using LEGENDplex^TM^ (BioLegend) according to the manufacturer’s instructions. For data acquisition and analysis, a CytoFLEX (Beckman Coulter) and LEGENDplex v.8 data analysis software were used, respectively.

### Ex vivo culture analysis

A total of 100 HSCs were cultured in 0.2 mL of αMEM supplemented with 10 ng/mL of Flt3L, 5 ng/mL of IL-3, 20 ng/mL of IL-7, 50 ng/mL of SCF, 100 mM of β-MEM, 20% of FBS, and NR (0.0 or 2.5 mM) in 96-well flat bottom plates precoated with OP9 cells (ATCC) at 4 × 10^4^ cells/well. A total of 100 CLPs were cultured in 0.2 mL of ExVivo15 with 100 ng/mL of Flt3L, 20 ng/mL of IL-7 and SCF, 50 mM of β-MEM, 1% of BSA, and NR (0.0 or 2.5 mM) in 96-well round bottom plates. After 48 h with NR, the media were replaced with fresh media excluding NR. The media were replaced every 3–4 days. After 14 days (HSC) or 10 days (CLP) of culture, cells were analyzed by flow cytometry for the differentiation to B cells (B220^+^). Culture plates were maintained at 5% CO_2_ and O_2_ at 37° C. Recombinant mouse cytokines were purchased from Peprotech.

### Mitochondrial membrane potential assay

Sorted cells were incubated with 2 nM tetramethylrhodamine, methyl ester, perchlorate (TMRM) in StemSPAN SFEM supplemented with 50 ng/mL SCF and TPO, and 50 µM verapamil for 60 min at 37° C followed by a wash. PI with 2 nM TMRM was used for dead cell exclusion and data were collected on a FACSAria Fusion. Flow data analysis was performed using FlowJo.

### RNA-seq and analysis

RNA was purified with TRIzol™ Reagent and Direct-zol RNA Microprep. RNA-seq libraries were constructed using SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian according to the manufacturer’s protocol. Sequencing was done on Illumina HiSeq 2500 instrument using 2 × 105 bp reads.

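The depth given in the paper is of sequenced reads. The deposited counts hold the reads that were assigned to genes after alignment, and every value here uses those. Over the 33 libraries analysed here they sum to 411492162, from 4792380 to 23816042 per library, with a mean of 12469459 and a median of 11998451. The mean was 15393139 in the 9 libraries of cohort 1 and 11373080 in the 24 of cohort 2.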

A total of 2.2 billion sequencing reads were used, with an average of 62 million reads per sample. For analysis of transcriptome datasets, we built an index sequence for STAR using the Gencode M22 reference feature including protein-coding and noncoding genes. Prior to sequence alignment, we applied trim galore (version 0.4.3) with cutadapt package (version 1.12)^43^ to remove any unnecessary genomic fragments (e.g., adapter dimers) and low-quality nucleotide sequences from the raw reads. We mapped adapter trimmed sequencing reads to the mouse reference genome (mm10) using STAR aligner^44^ and calculated the raw count using featureCounts package (gene level)^45^. 

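The paper's heatmap legends give the CPM and p-value thresholds alone, and the smallest absolute log2 fold change in Supplementary Table 1 is 0.27 in HSCs, 0.45 in CLPs and 0.29 in GMPs, below the 0.58 that a fold change of 1.5 makes on the log2 scale. The counts given at the comparisons therefore use no fold limit. With a fold change above 1.5 added to the unadjusted p-value below 0.01, 33 transcripts remained in HSCs (9 higher and 24 lower in O-NR), 71 in CLPs (22 higher and 49 lower), 14 in GMPs (2 higher and 12 lower) and 12 between O-NR-RC and O-NR HSCs (11 higher and 1 lower). Keeping genes by a mean above 3 CPM in place of the number of libraries gave 141 transcripts in HSCs and 11 between O-NR-RC and O-NR.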

Differentially expressed transcripts (DETs) lists were generated with edgeR using cutoff: fold change > 1.5, CPM > 3, FDR < 0.05, or *p* value < 0.01^46^. GSEA was performed for pathway analysis^47^. Visualization of the DET profiles in HSCs was performed using software CellRadar^31^.

### Statistical analysis

Prism software (GraphPad) was used for statistical analyses. Statistical analysis used in this study was Kruskal–Wallis test or two-way ANOVA. Data are presented as mean ± S.E.M. and *q* value (Kruskal–Wallis test) or *p* value (two-way ANOVA) < 0.05 were the minimal threshold for statistical significance. The statistical parameters and number of samples can be found in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA-seq data are available on GEO with accession number GSE147662.

# Supplementary material for: NAD+ augmentation with nicotinamide riboside improves lymphoid potential of Atm−/− and old mice HSCs
**Source:** NPJ Aging Mech Dis. 2021 Sep 21;7:25. doi: 10.1038/s41514-021-00078-3
**Supplement:** Supplementary file 1 — Supplementary Information

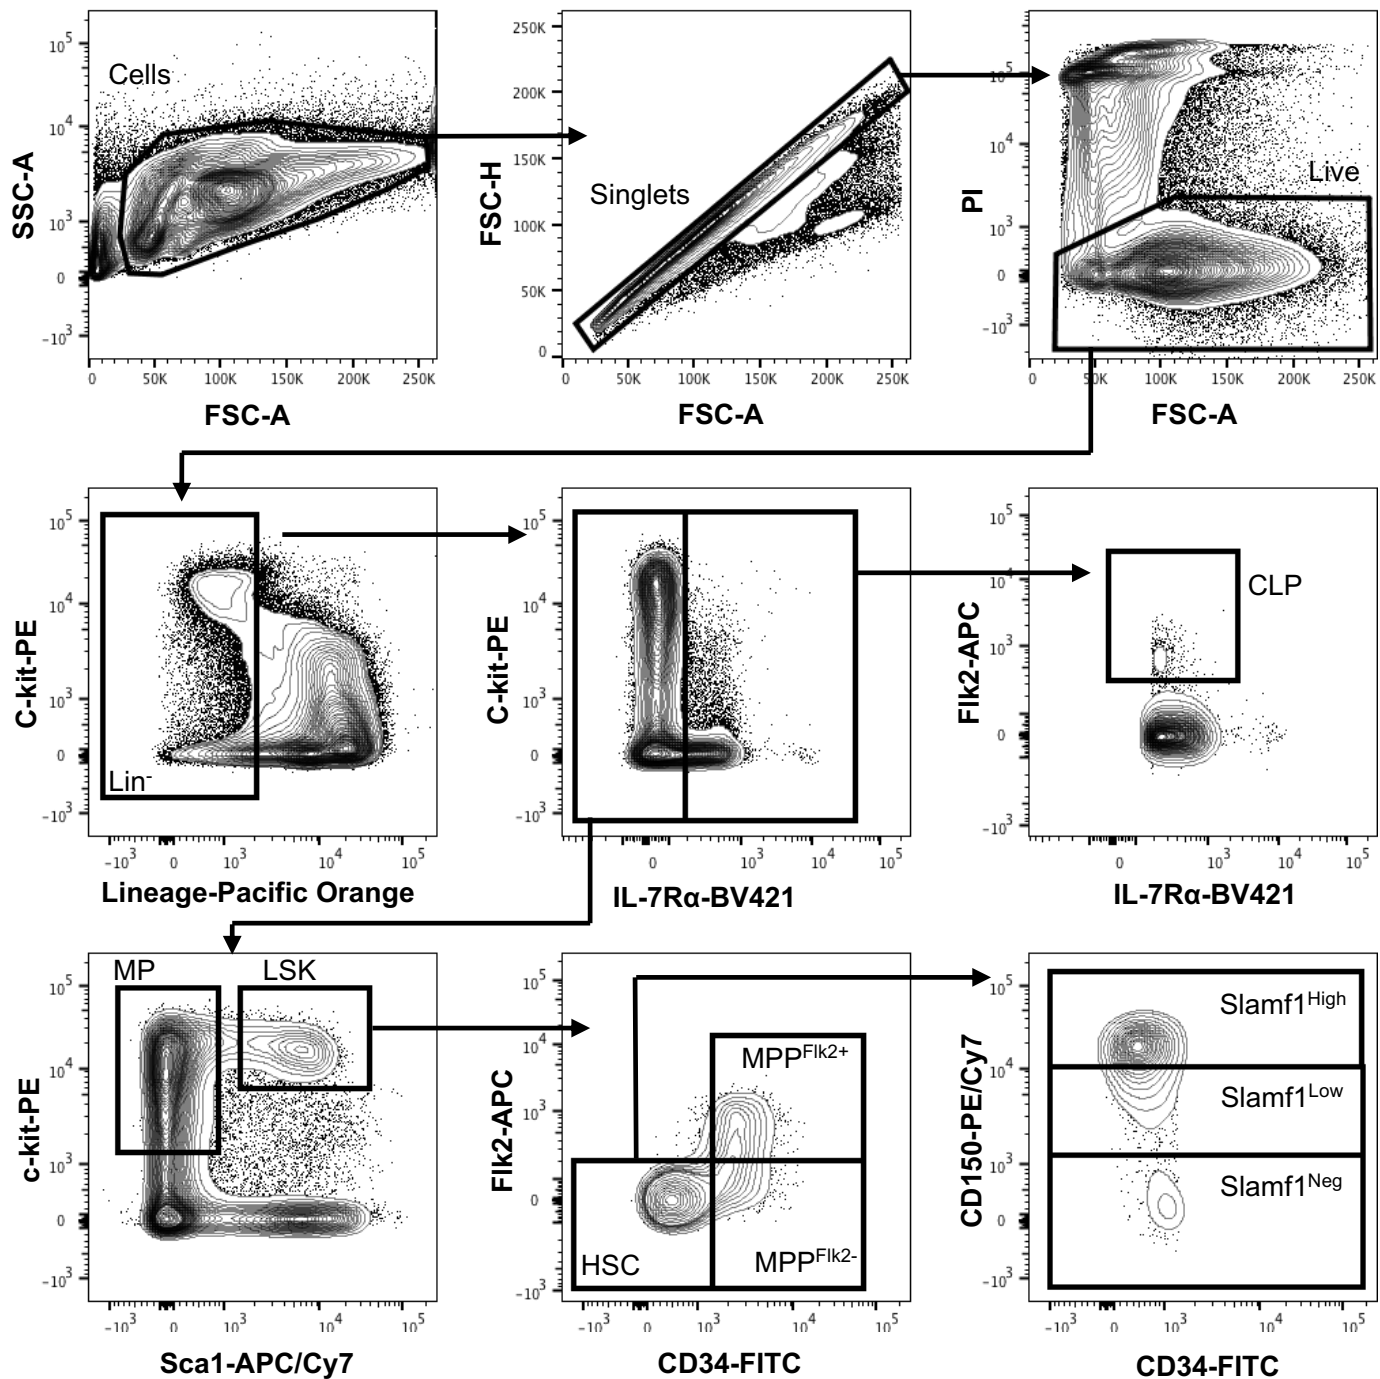

### Supplementary Fig. 1. Gating strategy of whole bone marrow analysis.

Representative gating strategy of populations gated in whole bone marrow analysis associated with Figures 1,2, and 5. **CLP**: Figure 1a, 2a, and 5a. **LSK**: Figure 1b, Supp Figure 2a **HSC**: Figure 1c,d, 2b, and 5b, and Supp Figure 2b **MPPFlk2<sup>-</sup>** and **MPPFlk2<sup>+</sup>**: Figure 1d and Supp Figure 2b, **Slamf1<sup>High</sup>**, **Slamf1<sup>Low</sup>**, **Slamf1<sup>Neg</sup>**: Figure 1e and Supp Figure 2c.

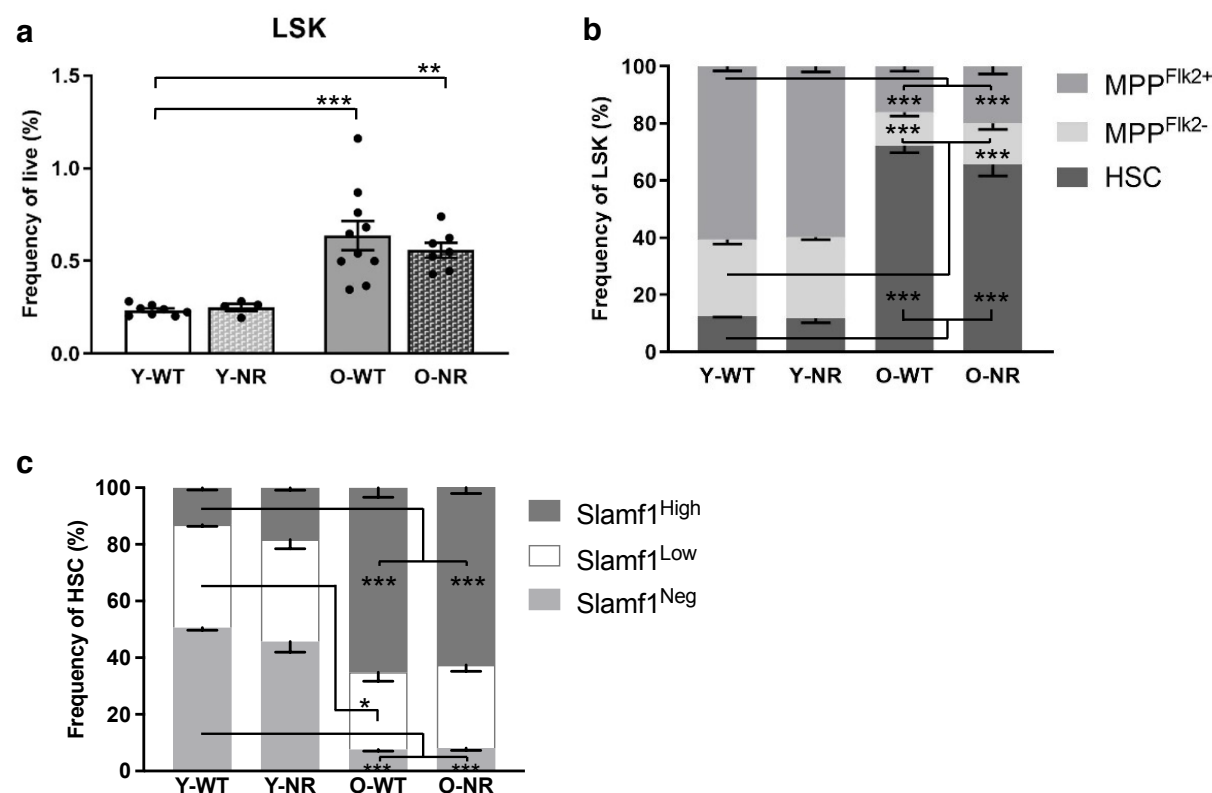

**Supplementary Fig. 2. WBM analysis of young and old mice treated with NR.** (a) Frequency analysis of LSK in NR-treated (NR) or untreated bone marrow from young (Y-WT, 3-4 months) or aged (O-WT, 24-29 months) mice (n = 4-10). (b) Composition of the LSK compartment (n = 4-10). (c) Frequencies of lineage-biased subsets of HSCs defined by Slamf1(CD150) expression (n = 4-10). Data are represented as mean  $\pm$  SEM. Kruskal-Wallis test for Fig. a, two-way ANOVA for Fig. b-c. q-value (Kruskal-Wallis test) or p-value (two-way ANOVA): < 0.05 \*, < 0.01 \*\*, < 0.001 \*\*\*

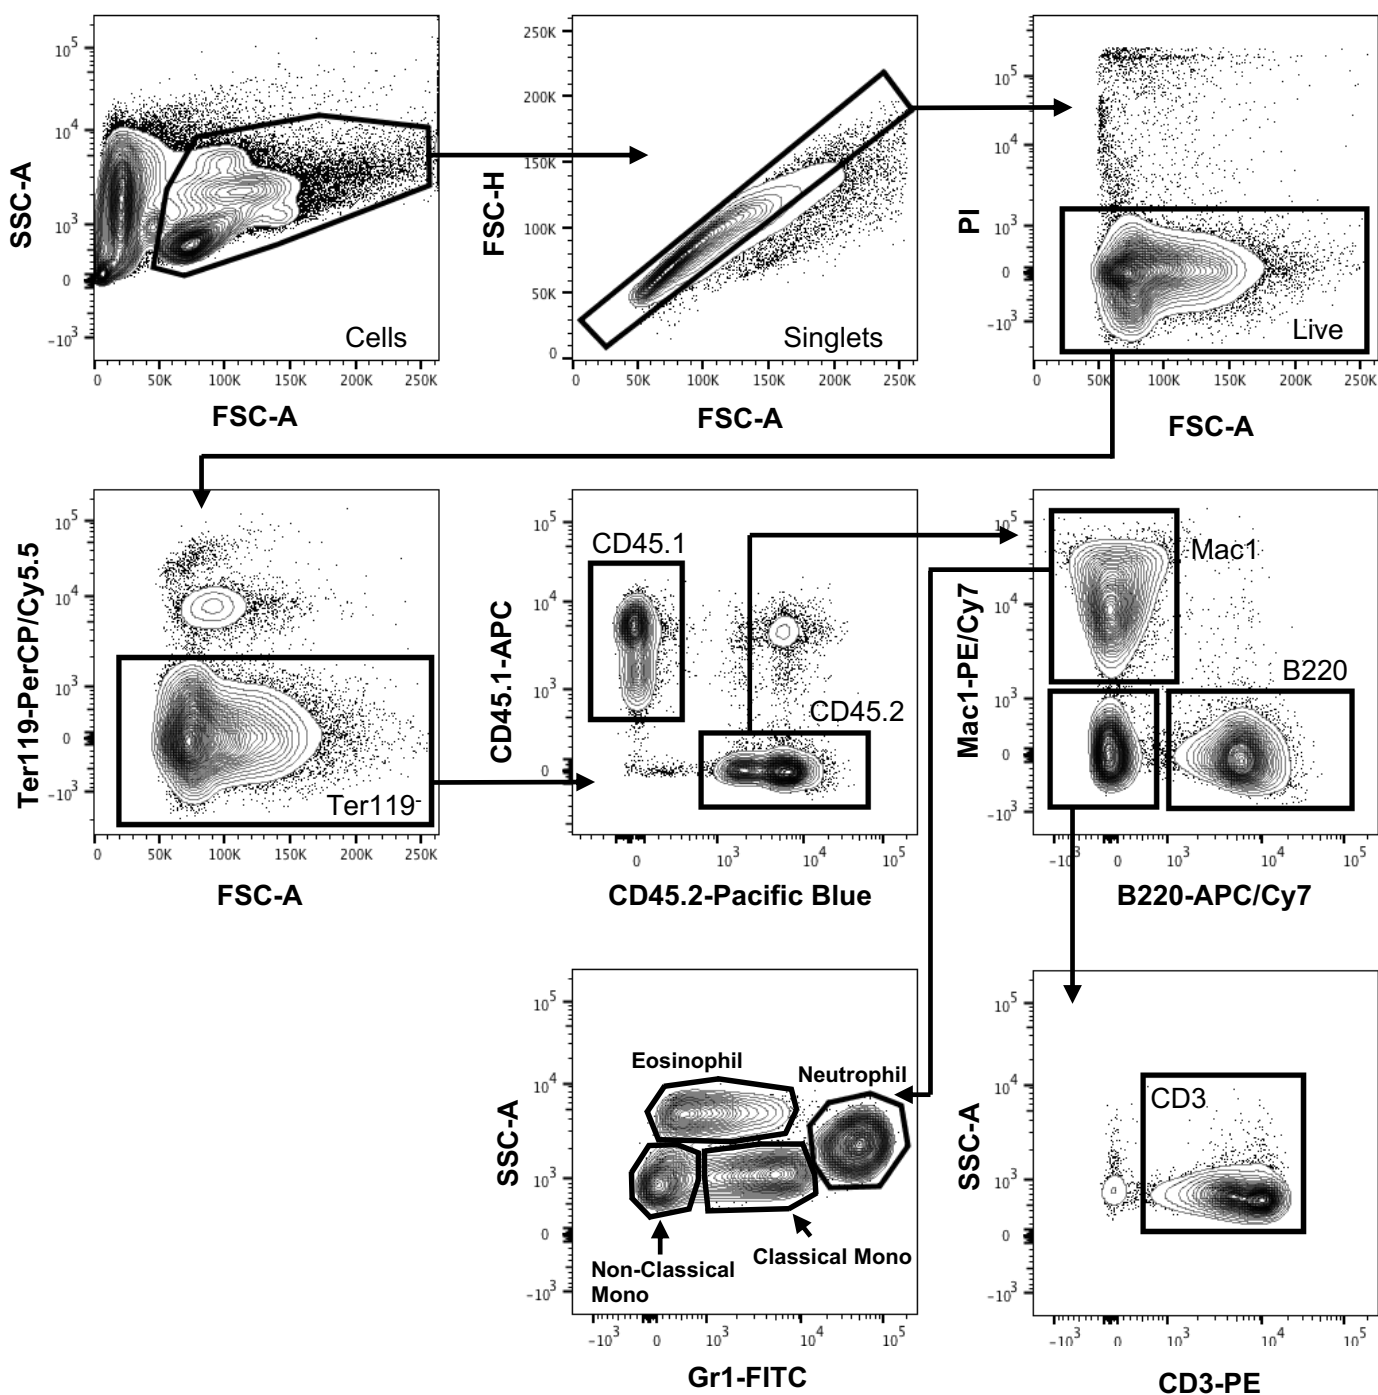

**Supplementary Fig. 3. Gating strategy of peripheral blood analysis.** Representative gating strategy of peripheral blood analysis in Figures 2,3, and 5. **CD45.2:** Donor chimerism Figure 2C, **CD3, B220, Mac1:** Figure 2d, **Eosinophil, Neutrophil, Classical Mono, Non-Classical Mono:** Figure 3b and 5c

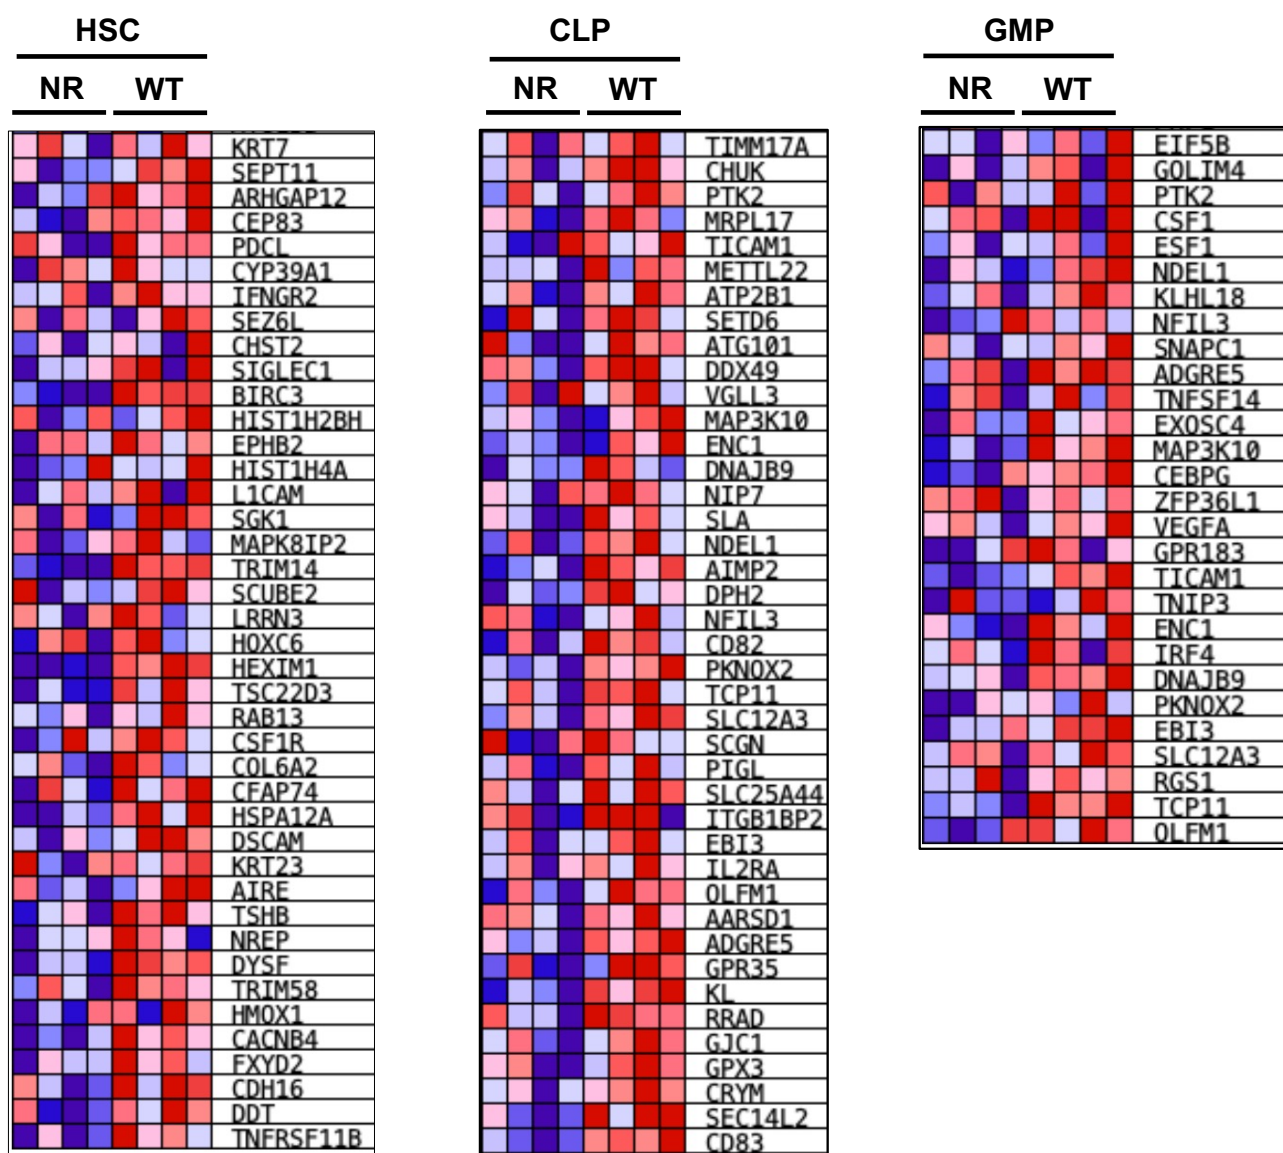

**Supplementary Fig. 4. Heatmap of major downregulated genes enriched in Figure 4e.** Expression of genes with differential expression driving belonging GSE37301\_CLP\_VS\_GMP\_Down in all HSC, CLP, and GMP populations.

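The transcripts named in the heatmap formed lists of 41 for HSCs, 41 for CLPs and 28 for GMPs and were scored like the other lists. They were chosen in the paper for their lower expression in these same O-NR libraries, so their scores there show no stability. The score of the HSC list differed between O-NR and O-WT HSCs by −0.37 (−0.18 ± 0.26 against 0.18 ± 0.24, SD, n = 4 each, two-sided exact permutation test, p = 0.143). That of the CLP list differed in CLPs by −0.37, with 4 of 4 O-NR mice below every O-WT mouse, and that of the GMP list in GMPs by −0.21, again with 4 of 4 below (two-sided exact permutation test, p = 0.0286 each, the smallest the design allows). Scored in the cell types they were not chosen in, the HSC list differed by −0.09 in CLPs (two-sided exact permutation test, p = 0.457) and −0.03 in GMPs (p = 0.771, same exact test). The CLP list differed by −0.10 in HSCs (p = 0.2, same exact test) and −0.09 in GMPs (p = 0.0286, same exact test), and the GMP list by −0.08 in HSCs (p = 0.114, same exact test) and −0.11 in CLPs (p = 0.0571, same exact test). In the HSCs of cohort 1, which did not enter the choice, O-NR differed from O-WT by −0.05 for the HSC list (two-sided exact permutation test, p = 0.2, where 0.0667 is the smallest the design allows). The listed transcripts with the smallest p were *Hexim1* and *Trim14* (chromosome 4, 46493781 to 46536141) in HSCs, which fell by 0.49 and 0.48, *Cd83* and *Adgre5* in CLPs, the latter at −0.70 (standard error 0.26), and *Dnajb9* (−0.41) and *Cebpg* (−0.30) in GMPs.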

**Supplementary Table 1: DEGs of HSC, CLP, and GMP cells after NR treatment**

**Supplementary Table 2: Immunophenotype of populations assayed**

# Supplementary material for: NAD+ augmentation with nicotinamide riboside improves lymphoid potential of Atm−/− and old mice HSCs
**Source:** NPJ Aging Mech Dis. 2021 Sep 21;7:25. doi: 10.1038/s41514-021-00078-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** FACS data was collected on BD FACS Aria II, Fusion or Canto II using Diva software. RNA-seq libraries were sequenced on illumina HiSeq 2500 using  $2 \times 105$  bp reads.

**Data analysis** FACS Analysis was performed in FloJo v10 (TreeStar) and statistics data was generated in Prism8. 

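RUV estimates factors of unwanted variation, shared by many genes but unrelated to the groups, and adds them to the model. Its RUVr type takes them from the residuals of a first fit and its RUVs type from differences between replicates of a group. The paper's text does not name the type, the number of factors or the normalization before it. With 1 RUVr factor and TMM scaling, 622 transcripts had an unadjusted p-value below 0.01 in HSCs of cohort 2 (372 higher and 250 lower in O-NR), 661 in CLPs (469 higher and 192 lower), 204 in GMPs (79 higher and 125 lower) and 595 between O-NR-RC and O-NR HSCs (185 higher and 410 lower). With 1 RUVs factor, upper quartile normalization and the likelihood ratio test, chosen after the data were seen, there were 424 in HSCs (197 higher and 227 lower), 376 in CLPs, 186 in GMPs and 592 between O-NR-RC and O-NR HSCs (198 higher and 394 lower). In counts simulated from the real means with no treatment effect and 1 hidden factor, the RUVr fit called 11.5% of 16140 genes below 0.01, the RUVs fit 1% and edgeR's quasi-likelihood test without a factor 0.101%.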

RNA seq data analysis was done by open source tools including STAR, edgeR, and RUV ([https://github.com/genomicspark/RNA-seq\\_QC\\_analysis](https://github.com/genomicspark/RNA-seq_QC_analysis)).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequencing data is available on GEO with accession number GSE147662.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------|
| Sample size     | We used power calculations from previous experiments to determine the sample size.                          |
| Data exclusions | No data were excluded from the analyses.                                                                    |
| Replication     | For RNA-seq, there are at least 3 repeats for each group, and PCA analysis confirms strong reproducibility. |
| Randomization   | The mice used in this study were randomly allocated to different experiment group.                          |
| Blinding        | The investigators were blinded to group allocation during data analysis.                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All the information for antibodies used in this study was included in methods part.                                               |
| Validation      | All the antibodies used in this study have either a validation statement or relevant citation according to manufacture's website. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | ATM mice used in this study were from a cross of het strain (B6;129S4-Atmtm1bal/J). A minimum of 4, max of 6 littermates homozygous and WT animals were used in the treated and untreated conditions. Both male and female animals were used in all conditions of ATM transplants due to low numbers. but all groups included both sexes. Animals were 2-3 months of age at the time of experiment.<br>C57BL/6 mice are all males. Young mice were 3-4 months old and old mice were 24-29 months old.<br>B6.SJL-Ptprca Pepcb/BoyJ (CD45.1) recipient mice are all females, and 10-12 weeks of age at time of irradiation and transplant. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | Institutional Animal Care and Use Committees (National Institute on Aging )                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | For peripheral blood sample preparation, blood samples were treated with ACK twice to remove red blood cells, then stained with antibody cocktail.<br>For whole bone marrow sample preparation, bones from legs and/or arms were crushed and filtered. Then bone marrow cells were treated with ACK once to remove red blood cells then stained with antibody cocktail.<br>For c-kit enrichment and cell sorting, bone marrow cells were positive selected using PE-c-kit antibody and EasySep™ PE Positive Selection Kit II, then stained with antibody cocktail. |
| Instrument                                                                                                                                                | BD FACS Aria II, BD FACS Fusion or BD FACS Canto II                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Software                                                                                                                                                  | FACS data was collected on BD FACS Aria II, Fusion or Canto II using Diva software. FACS Analysis was performed in FloJo v10 (TreeStar) and statistics data was generated in Prism8.                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance                                                                                                                                 | After sorting, sorted cells were reanalyzed, and the frequency of relevant cells is above 99% (number of relevant cells divided by number of live cells)                                                                                                                                                                                                                                                                                                                                                                                                           |
| Gating strategy                                                                                                                                           | Included in Supplementary Figure 1 and 3.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

How the deposited data were processed for this re-analysis (not part of the article)

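HSCs, CLPs and GMPs of old mice were profiled by total RNA sequencing in 33 libraries, each of 1 sorted cell type. Each library is taken here as 1 mouse, which neither the labels nor the paper's RNA sequencing methods state, and the numbers of mice given rest on this. Cohort 2 holds 24 libraries, 4 of O-WT and 4 of O-NR in each of 3 cell types. Cohort 1 holds 9 HSC libraries, 2 of O-WT, 4 of O-NR and 3 of O-NR-RC. The condition, cohort and replicate number of each library were taken from the sample labels and the paper. Where one label field and the paper named the myeloid progenitors differently, the paper's name was used.

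The values are counts. The authors trimmed the reads, aligned them with STAR to mm10 with Gencode M22 features and counted the reads per gene with featureCounts, and the counts they deposited are whole numbers without normalization for 55376 gene symbols in each library. Libraries were not pooled. The strand setting and the handling of reads that map to several places are not stated in the paper's text, so the counts of genes with near-identical copies or overlapping neighbours are uncertain. Coordinates are of mm10 (GRCm38), from the Gencode M21 annotation, in which 54510 of the symbols were found and 866 were not, and 108 symbols had several positions.

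Computations were made with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. For each comparison, genes with more than 3 CPM in at least as many libraries as the smaller group holds were kept, libraries were scaled with edgeR's TMM method, and groups were compared with edgeR's quasi-likelihood test. Transcripts with an unadjusted p-value below 0.01 were counted, after the thresholds in the paper's heatmap legends, with the number whose Benjamini-Hochberg adjusted p-value was below 0.05 beside them. Each cell type of cohort 2 was fitted alone, cohort 1 as one set of 9 libraries, and the differences in the NR effect between cell types over all 24 libraries of cohort 2. A fit over the 6 O-WT and 8 O-NR HSC libraries of both cohorts had a cohort term, and the difference between cohorts was tested as an interaction.

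Gene sets whose members the paper does not list were replaced by 20 lists written by hand, 3 of which copy the names in Supplementary Fig. 4, and by the 200 transcripts with the largest log2 fold change between O-WT cell types. A list's score in a library is the mean of log2 CPM (prior count 2), centred per transcript. Scores were compared by two-sided exact permutation tests over all regroupings of the libraries, 70 for 4 against 4, and differences between cell types by permuting treatment within each. Normalized enrichment scores came from fgsea on a signal-to-noise ranking with 10000 permutations of transcripts. Principal components used log2 CPM centred per gene and not scaled. Correlations were tested with exact permutations, or 100000 permutations for 17 libraries. The listed HSC transcripts of Supplementary Table 1 were compared in cohort 1 with 10000 random lists matched on mean expression. As a measure of counts that do not come from blood cell transcripts, the CPM of 1736 olfactory and vomeronasal receptor genes were summed per library.

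The named transcripts were chosen by a rule. They are every transcript whose RNA level the paper discusses in its text, markers of the sorted populations, up to 3 transcripts per direction with the smallest p in each of the 4 main comparisons among those below 0.01 whose groups did not overlap, the 3 with the smallest p per cell type in Supplementary Table 1, and up to 2 with the smallest p in each gene list. O-WT, O-NR and O-NR-RC libraries share replicate numbers in their labels, which is where the pairing tried as an alternative comes from, although they are different mice.

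The fits were tested on simulated data, with counts drawn from the means, dispersions and library sizes of the HSC libraries of cohort 2 and 200 transcripts changed by 1.5 on the log2 scale. Without further structure, edgeR's quasi-likelihood test recovered 96.9% of the changed transcripts below 0.01 among 16490 genes. With a hidden factor added it recovered 73.9% among 16222 genes, while a fit with 1 RUVs factor recovered 95.4%, each figure a mean of 3 simulations. After Benjamini-Hochberg adjustment the quasi-likelihood test recovered 86.3% without the factor and 17.2% with it, and the fit with 1 RUVs factor recovered 87.5% with it. With the factor and no changed transcripts, the quasi-likelihood test called 0.101% of 16140 genes below 0.01, where 1% is nominal. Hidden variation can thus bring the number of transcripts well under that of uniform p-values. The simulated change exceeds the median absolute change of 0.44 among the HSC transcripts below 0.01, so the recovery does not bear on changes of that size. The factor was added to dispersions that already hold any hidden variation of the real libraries, so the data simulated with it may be noisier than those. Replicates were also checked for duplicates by a chi-square test of their counts. Among libraries of one group the smallest chi-square per degree of freedom was 2, above the sampling noise. It was 1.84 for the closest pair from different groups, O-NR replicate 1 and O-NR-RC replicate 2 of cohort 1. Pairs within those groups reached 75.6 in O-NR and 114 in O-NR-RC. No library was dropped as a copy, and each was counted once. The test bears on copied counts only, and cannot tell whether libraries share RNA, a mouse or a batch.

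Counted reads ranged from 4792380 to 23816042 per library. Each comparison rests on 2 to 4 mice per group, and intervals given for shares cover counting error only, with the confidence level at 95%.

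The grouping of libraries, the main tests, the gene lists and a first set of alternatives were fixed before the data were examined. That set comprised DESeq2, a likelihood ratio test, upper quartile normalization, filters at 1 CPM, at a mean of 3 CPM and by filterByExpr, a fold limit of 1.5, a replicate block, 1 RUVr factor, other choices of libraries, counts thinned to the smallest library, each library left out in turn, and for list scores other lists, scalings and summaries. Further RUVr and RUVs settings, edgeR's exact test and the receptor CPM as a covariate were chosen after seeing the data, with the paper's counts in view. Tests of handling lists, of mature blood cell lists and of *Ighm* and its list were also chosen after the results they bear on. So were those of the largest genes, of the divisions with the most transcripts and of receptor counts between groups. Flow cytometry, transplantation, blood counts and other data behind the paper were not analysed here, nor was the lineage plotting tool of Fig. 5g.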

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

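The tests of handling lists, of lists of mature blood cells, of *Ighm* and its list, of the share of counts in the largest genes, of the division of libraries with the most transcripts and of receptor counts between O-NR-RC and O-NR were chosen only after the result they bear on was seen.

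A pair of O-WT HSC libraries of cohort 2 stood far from the others of their group in a list score. For the immediate early list, replicate 2 scored −0.111 while the others scored 0.097 to 0.138, with a gap of 0.835 of the group's range. For the heat shock list, replicate 4 scored 0.467 while the others scored −0.037 to 0.045, with a gap of 0.837 of the range. Among 143 groups tested, 2 libraries stood out in this way, where chance would give 7.15. Handling or the time of collection was weighed as a technical explanation that would move such lists in all cell types. In HSCs, CLPs and GMPs, O-NR differed from O-WT by −0.12, −0.10 and −0.19 for the immediate early list, by −0.25, −0.20 and −0.24 for the heat shock list and by −0.19, −0.15 and −0.08 for the glucocorticoid list, lower in each cell type, which is what handling would give. The circadian list differed by −0.10, 0.02 and 0.06. The mean over the 3 cell types was tested after these differences had been seen. With treatment permuted within each cell type, which takes their libraries as independent, the permutation p was 0.0443, 0.0213, 0.00202 and 0.867 in that order (0.0591, 0.0426, 0.00808 and 0.867 after Benjamini-Hochberg adjustment over 4 lists). With same-numbered libraries of the cell types taken as 1 mouse, the permutation p was 0.0286 for the immediate early list (the smallest the design allows; adjusted 0.114), 0.229 for the heat shock list (adjusted 0.305) and 0.0571 for the glucocorticoid list (adjusted 0.114). Handling that differed between the groups therefore remains a candidate for the lower immediate early scores, and an effect of NR common to the cell types cannot be told apart from it. For the heat shock and glucocorticoid lists the outcome depends on how the libraries are permuted, so handling cannot be told apart there either. The circadian list moved in different directions, which speaks against 1 shift in the time of collection common to all cell types. No biological explanation was tested for single libraries.

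In the model of all 24 libraries, *Ighm* passed the adjustment for a difference in the NR effect between cell types. The difference in log2 fold change was −5.12 between HSCs and CLPs (standard error 0.73, adjusted p = 7.14e-05) and −4.80 between HSCs and GMPs (standard error 0.73, adjusted p = 0.000388), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the cohorts it was −4.92 in HSCs (standard error 1.23, unadjusted p = 0.000714 and adjusted p = 0.979 from the same edgeR test). *Ighm* was lower in 4 of 4 O-NR HSC libraries than in any O-WT library of cohort 2, and the log2 fold change stayed between −6.33 and −3.63 with each library left out in turn. RNA from plasma or B cells among the sorted O-WT HSCs is a candidate explanation, and the other 10 transcripts of the plasma and B cell list fell by 0.68 (two-sided exact permutation test, p = 0.0571, lower in 3 of 4 O-NR mice than in any O-WT mouse). That p lies just above 0.05, so the pattern cannot be told apart from such RNA. A change within HSCs is the biological alternative and is left as a hypothesis. As for the number of transcripts whose NR effect differed, divisions that swap same-numbered libraries within a cell type, drawn at random and with the real one counted, gave as many in 46 of 60 for HSCs against CLPs, 47 of 60 for HSCs against GMPs and 38 of 60 for CLPs against GMPs. Some of these divisions also had transcripts past the adjustment, as many as 5 for HSCs against CLPs and 3 for HSCs against GMPs. The model shares its estimate of the spread over the cell types, and no transcript passed in HSCs fitted alone. That *Ighm* passed therefore does not tell an effect of NR apart from chance division.

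The plasma and B cell list, *Ighm* included, differed by −1.04 between O-NR and O-WT HSCs of cohort 2 (two-sided exact permutation test, p = 0.0286, the smallest the design allows; 0.1 after Benjamini-Hochberg adjustment), lower in 4 of 4 mice. Its NR effect was −1.14 apart between HSCs and CLPs (permutation test, p = 0.0184), −1.13 between HSCs and GMPs (permutation test, p = 0.0151) and −1.16 between the HSCs of the cohorts (permutation test, p = 0.0143). Each of these was 0.318 after Benjamini-Hochberg adjustment over 52 tests. The difference in the list without *Ighm*, −0.68, is the test that bears on these too. The circadian list differed by −0.10 in HSCs, lower in 4 of 4 mice (two-sided exact permutation test, p = 0.0286; adjusted 0.1), and its NR effect was −0.13 apart between HSCs and CLPs (permutation test, p = 0.0449; adjusted 0.584). The time of collection, which the labels do not give, cannot be told apart from a treatment effect on this list in HSCs, although the list did not move the same way in all 3 cell types (permutation p of the mean 0.867).

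Counts on olfactory and vomeronasal receptor genes, which the paper does not discuss, were higher in 4 HSC libraries of cohort 1 than in either O-WT library of that cohort. They came to 13843 CPM in O-NR replicate 1, 13739 in O-NR replicate 2, 14711 in O-NR-RC replicate 2 and 14076 in O-NR-RC replicate 3, against 6123.6 and 8730.9 in O-WT. Genomic DNA in the libraries is a candidate source. A list of 30 genes of other tissues followed the receptor counts over the 17 HSC libraries (Pearson's r = 0.997, permutation p = 1.00e-05, the smallest the permutations can give; Spearman's rho = 0.998; adjusted p = 2.00e-05 over 8 relations), and r was 0.997 without the 2 farthest libraries. Within cohort 1 r was 0.999 (exact permutation p = 5.51e-06, adjusted 1.47e-05; rho = 0.983, p = 4.96e-05; r = 0.998 without the 2 farthest). Within cohort 2 r was 0.997 (exact permutation p = 2.48e-05, adjusted 3.97e-05; rho = 1.000, p = 4.96e-05; r = 0.995 without the 2 farthest). PC1 of cohort 1, its sign chosen so that r is positive, followed the receptor counts with r = 0.999 (exact permutation p = 2.76e-06; rho = 1.000, p = 5.51e-06; r = 0.999 without the 2 farthest; adjusted p = 1.10e-05), and 2 of the 2 O-WT libraries lay within the range of the treated libraries on PC1, against a treatment effect there. A few genes taking most of the counts was weighed as another technical explanation for the difference between cohorts, since the 5 largest genes held a smaller share of the counts in cohort 1, which raises the CPM of the other genes. The shares allow a log2 change of 0.21 at most, while the mean receptor CPM of the HSC libraries differed by 1.87 in log2, so they do not account for it. The receptor counts did not part the groups (two-sided exact permutation test, p = 0.857 for O-NR-RC against O-NR). Against O-WT, p was 0.533 for O-NR in cohort 1, where the design allows no p below 0.0667, so a difference in background cannot be told apart there from one of treatment. Among all 35 divisions of the 7 treated libraries, tried as a null for the numbers of transcripts, the one with the most (20648 below 0.01) put these 4 libraries on one side, with a gap of 1.15 in log2 receptor CPM.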

How the results depend on the processing

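The test of receptor CPM as a covariate was chosen only after the result was seen, as were the settings named below as added. In what follows, HSCs, CLPs and GMPs stand for O-NR against O-WT in cohort 2, the withdrawal comparison is O-NR-RC against O-NR HSCs of cohort 1, and the numbers are of transcripts with an unadjusted p-value below 0.01 unless the adjustment is named. With the settings of the main text there were 135 in HSCs, 82 in CLPs, 133 in GMPs and 12 in the withdrawal comparison. None passed the adjustment, while 705, 640, 651 and 97 had an unadjusted p-value below 0.05. The share lower was 37%, 62.2%, 75.9% and 8.33%.

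Of 127 counts recomputed with another processing choice, 39 stayed within 1.5 times the count of the main text and 88 did not. Of 93 shares of lower transcripts, 39 stayed within the 95% interval of the share in the main text, 23 left it and 31 lay on the other side of 50%. Of 93 numbers past the adjustment, 33 stayed and 60 moved. For list scores, 460 of 560 recomputed differences kept their direction and their side of 0.05, 5 lost and 37 gained a p-value below 0.05, and 58 changed sign. The 5 are all of the myeloid progenitor list in the withdrawal comparison, and for 1 of them, the replicate block, 3 pairs allow no p-value below 0.25, so that loss was fixed by the design. Among named transcripts, 1244 of 1461 kept both, 69 fell above and 130 fell below a p-value of 0.01, and 18 changed sign. The exact p-value of the share of variance between groups stayed above 0.05 in each of the 39 recomputed values, those with a library left out included, although the 3 with the replicate block could not go below 0.125.

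1 RUVr factor gave 622 in HSCs, 661 in CLPs, 204 in GMPs and 595 in the withdrawal comparison. The same choice gave 3737 in O-NR against O-WT of cohort 1 and 4688 in O-NR-RC against O-WT of cohort 1. Left past the adjustment were 21 in HSCs, 20 in the withdrawal comparison, 2570 in O-NR against O-WT of cohort 1 and 3960 in O-NR-RC against O-WT of cohort 1. Of all transcripts counted below 0.01, 29% were lower in CLPs, 61.3% in GMPs and 68.9% in the withdrawal comparison. A filter at 1 CPM gave 136 in CLPs, 36 in the withdrawal comparison, 56 in O-NR against O-WT of cohort 1 and 79 in O-NR-RC against O-WT of cohort 1. The same choice gave 93 in the difference between cohorts, 215 in the difference between HSCs and CLPs, 80 in the difference between HSCs and GMPs and 205 in the difference between CLPs and GMPs. Past the adjustment there were 1 in HSCs and 4 in GMPs. Of those below 0.01, 51.9% were lower in HSCs, 75% in CLPs and 60% in GMPs. DESeq2's size factors and test gave 27 in the withdrawal comparison, 64 in O-NR against O-WT of cohort 1, 106 in O-NR-RC against O-WT of cohort 1 and 79 in the difference between cohorts. The same choice gave 144 in the difference between HSCs and CLPs, 64 in the difference between HSCs and GMPs and 142 in the difference between CLPs and GMPs. After adjustment there were 4 in HSCs, 8 in GMPs and 2 in the withdrawal comparison. The O-NR libraries of cohort 2, with which withdrawal and cohort cannot be told apart, gave 7989 in the withdrawal comparison. Benjamini-Hochberg adjustment then left 10764 in the withdrawal comparison. All 8 O-NR libraries gave 24 in the withdrawal comparison. Among transcripts below 0.01, 75% were lower in the withdrawal comparison. All cell types in one model gave 88 in HSCs, 308 in CLPs and 37 in GMPs. Left past the adjustment were 1 in HSCs. Of the ones below 0.01, 49.7% were lower in CLPs and 51.4% in GMPs. EdgeR's filterByExpr gave 131 in CLPs, 44 in the withdrawal comparison, 64 in O-NR against O-WT of cohort 1 and 91 in O-NR-RC against O-WT of cohort 1. Past the adjustment there were 1 in HSCs and 4 in GMPs. Among all below 0.01, 52.7% were lower in HSCs and 58.2% in GMPs.

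A fold change above 1.5 added gave 33 in HSCs and 14 in GMPs. Of all transcripts counted below 0.01, 72.7% were lower in HSCs and 85.7% in GMPs. The likelihood ratio test gave 20 in the withdrawal comparison, 37 in O-NR against O-WT of cohort 1 and 53 in O-NR-RC against O-WT of cohort 1. After adjustment there were 10 in HSCs, 7 in GMPs and 2 in the withdrawal comparison. A mean above 3 CPM gave 6 in O-NR against O-WT of cohort 1 and 10 in O-NR-RC against O-WT of cohort 1. Of those below 0.01, 0% were lower in the withdrawal comparison. No cohort term gave 11 in HSCs of both cohorts. The compared groups alone in the model gave 25 in O-NR against O-WT of cohort 1 and 16 in O-NR-RC against O-WT of cohort 1. Among transcripts below 0.01, 0% were lower in the withdrawal comparison. The replicate block gave 247 in HSCs and 185 in CLPs. Benjamini-Hochberg adjustment then left 10 in HSCs and 3 in CLPs. Of the ones below 0.01, 50.8% were lower in CLPs and 0% in the withdrawal comparison. Left past the adjustment were 2 in HSCs with thinned counts. Upper quartile normalization gave 203 in HSCs, 4 in O-NR against O-WT of cohort 1, 3 in O-NR-RC against O-WT of cohort 1 and 56 in the difference between cohorts. Past the adjustment there were 1 in HSCs. Among all below 0.01, 50.2% were lower in HSCs and 58.5% in GMPs.

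In the same comparisons, upper quartile normalization gave 102 lower transcripts of 203 in HSCs, 71 higher and 100 lower in GMPs, and 7 higher and 2 lower in the withdrawal comparison, where DESeq2 gave 21 higher and 6 lower. CLPs and GMPs were also fitted with the replicate block. Their same-numbered libraries gave little ground for it. The mean correlation of their deviations across genes was 0.03 in CLPs and 0.05 in GMPs, against −0.01 and −0.02 for other pairs. The replicate block gave 125 transcripts in GMPs. The cause of these changes was not tested, except for the factors of unwanted variation. In data simulated with a hidden factor and no changed transcripts, a fit with 1 RUVr factor called 11.5% of 16140 genes below 0.01, where 1% is nominal, so its larger counts do not show more changed transcripts.

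The settings that follow were chosen after seeing the data. 1 RUVr factor, upper quartile normalization and the likelihood ratio test gave 703 in HSCs, 637 in CLPs, 251 in GMPs and 966 in the withdrawal comparison. After adjustment there were 104 in HSCs, 30 in CLPs, 10 in GMPs and 81 in the withdrawal comparison. Of all transcripts counted below 0.01, 69.7% were lower in HSCs, 45% in GMPs and 69.8% in the withdrawal comparison. 1 RUVr factor, upper quartile normalization and the quasi-likelihood test gave 586 in HSCs, 549 in CLPs, 202 in GMPs and 951 in the withdrawal comparison. Benjamini-Hochberg adjustment then left 29 in HSCs and 23 in the withdrawal comparison. Of those below 0.01, 63.3% were lower in HSCs, 47.5% in GMPs and 77.7% in the withdrawal comparison. 1 RUVs factor, upper quartile normalization and the likelihood ratio test gave 424 in HSCs, 376 in CLPs and 592 in the withdrawal comparison. Left past the adjustment were 53 in HSCs, 7 in CLPs, 6 in GMPs and 39 in the withdrawal comparison. Among transcripts below 0.01, 53.5% were lower in HSCs, 61.8% in GMPs and 66.6% in the withdrawal comparison. 1 RUVs factor, upper quartile normalization and the quasi-likelihood test gave 386 in HSCs, 303 in CLPs and 519 in the withdrawal comparison. Past the adjustment there were 23 in HSCs, 2 in CLPs and 10 in the withdrawal comparison. Of the ones below 0.01, 52.8% were lower in HSCs, 57.5% in GMPs and 69% in the withdrawal comparison. 2 RUVr factors gave 800 in HSCs, 983 in CLPs, 333 in GMPs and 1019 in the withdrawal comparison. After adjustment there were 75 in HSCs, 3 in CLPs, 6 in GMPs and 85 in the withdrawal comparison. Among all below 0.01, 40.6% were lower in CLPs, 64.3% in GMPs and 76.3% in the withdrawal comparison. 2 RUVr factors, upper quartile normalization and the likelihood ratio test gave 863 in HSCs, 1060 in CLPs, 430 in GMPs and 1462 in the withdrawal comparison. Benjamini-Hochberg adjustment then left 182 in HSCs, 89 in CLPs, 54 in GMPs and 486 in the withdrawal comparison. Of all transcripts counted below 0.01, 67.8% were lower in HSCs, 77.1% in CLPs, 47.7% in GMPs and 71.1% in the withdrawal comparison.

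Also chosen after seeing the data were these. 2 RUVr factors, upper quartile normalization and the quasi-likelihood test gave 742 in HSCs, 941 in CLPs, 317 in GMPs and 1522 in the withdrawal comparison. Left past the adjustment were 80 in HSCs, 13 in CLPs, 5 in GMPs and 427 in the withdrawal comparison. Of those below 0.01, 62% were lower in HSCs, 50.8% in GMPs and 77.1% in the withdrawal comparison. 2 RUVs factors, upper quartile normalization and the likelihood ratio test gave 417 in HSCs, 537 in CLPs, 323 in GMPs and 820 in the withdrawal comparison. Past the adjustment there were 48 in HSCs, 18 in CLPs, 31 in GMPs and 108 in the withdrawal comparison. Among transcripts below 0.01, 55.9% were lower in HSCs, 65.3% in GMPs and 66.7% in the withdrawal comparison. 2 RUVs factors, upper quartile normalization and the quasi-likelihood test gave 361 in HSCs, 489 in CLPs, 250 in GMPs and 816 in the withdrawal comparison. After adjustment there were 11 in HSCs, 4 in CLPs, 6 in GMPs and 55 in the withdrawal comparison. Of the ones below 0.01, 53.5% were lower in HSCs, 65.6% in GMPs and 69.5% in the withdrawal comparison. EdgeR's exact test with a common dispersion gave 219 in HSCs, 292 in CLPs, 227 in GMPs and 31 in the withdrawal comparison. Benjamini-Hochberg adjustment then left 10 in HSCs, 7 in CLPs, 18 in GMPs and 8 in the withdrawal comparison. Among all below 0.01, 87.7% were lower in HSCs, 86.6% in CLPs and 53.3% in GMPs. EdgeR's exact test with tagwise dispersions gave 20 in the withdrawal comparison. Left past the adjustment were 10 in HSCs, 7 in GMPs and 2 in the withdrawal comparison. The receptor CPM as a covariate gave 392 in HSCs, 320 in CLPs and 438 in the withdrawal comparison. Past the adjustment there were 23 in HSCs and 18 in the withdrawal comparison. Of all transcripts counted below 0.01, 47.4% were lower in HSCs, 40.3% in CLPs, 54.8% in GMPs and 48.4% in the withdrawal comparison.

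The list scores changed as follows, with the difference on the log2 scale and the comparisons with O-NR-RC or with O-WT by name being those of cohort 1. Limma's camera test ranks transcripts and not mice. Lists of 500 genes reversed the difference of GMP over CLP (0.00) in HSCs, of GMP over CLP (0.02) in CLPs. The O-WT libraries of cohort 2 put below 0.05 the exact p-value of oxidative phosphorylation (−1.01, p = 0.0286), mitophagy (−0.79, p = 0.0286), hypoxia (−0.56, p = 0.0286), LT-HSC (−1.12, p = 0.0286) and highest in HSCs (−1.13, p = 0.0286) for O-NR against O-WT, of LT-HSC (−1.32, p = 0.0286), highest in HSCs (−1.26, p = 0.0286) and highest in CLPs (0.67, p = 0.0286) for O-NR-RC against O-WT. The O-WT libraries of cohort 2 reversed the difference of lymphoid progenitor (0.21), myeloid progenitor (0.31) and highest in CLPs (0.63) for O-NR against O-WT, of lymphoid progenitor (0.18) for O-NR-RC against O-WT. The Reactome lists reversed the difference of glycolysis (−0.01) and hypoxia (0.08) in HSCs, of hypoxia (0.12) in CLPs, of glycolysis (−0.01) in GMPs. Both cohorts and a cohort term reversed the difference of monocyte (−0.05) for O-NR against O-WT HSCs of both cohorts. In HSCs, camera gave an unadjusted p-value below 0.05 to oxidative phosphorylation (0.07) and mitophagy (0.09). In CLPs, camera gave an unadjusted p-value below 0.05 to oxidative phosphorylation (0.21) and mitophagy (0.07). For O-NR against O-WT, camera gave an unadjusted p-value below 0.05 to oxidative phosphorylation (−0.21), mitophagy (−0.23), glycolysis (−0.18), hypoxia (−0.14), GMP over CLP (−0.12), megakaryocyte and erythroid (−0.33), LT-HSC (−0.21) and highest in HSCs (−0.24). For O-NR-RC against O-NR, camera gave an unadjusted p-value below 0.05 to oxidative phosphorylation (−0.14), mitophagy (−0.07), LT-HSC (−0.17), highest in HSCs (−0.10) and highest in CLPs (0.08). For O-NR-RC against O-WT, camera gave an unadjusted p-value below 0.05 to oxidative phosphorylation (−0.35), mitophagy (−0.30), glycolysis (−0.26), hypoxia (−0.19), GMP over CLP (−0.15), myeloid progenitor (0.13), megakaryocyte and erythroid (−0.29), LT-HSC (−0.38) and highest in HSCs (−0.35). Lists taken from the O-NR libraries, chosen after seeing the data, reversed the difference of highest in HSCs (0.07) in HSCs.

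A mean above 10 CPM reversed the difference of hypoxia (0.03), inflammatory response (0.00), GMP over CLP (0.02), monocyte (0.07) and megakaryocyte and erythroid (0.08) in HSCs, of hypoxia (0.01) and GMP over CLP (0.04) in CLPs, of monocyte (−0.03) and highest in CLPs (0.01) for O-NR against O-WT, of lymphoid progenitor (−0.01) and megakaryocyte and erythroid (−0.14) for O-NR-RC against O-NR. A mean above 10 CPM put above 0.05 the exact p-value of myeloid progenitor (0.07, p = 0.486) for O-NR-RC against O-NR. The median over the list reversed the difference of hypoxia (0.06), inflammatory response (0.02), GMP over CLP (0.03), lymphoid progenitor (0.00) and highest in HSCs (0.03) in HSCs, of GMP over CLP (0.02) in CLPs, of hypoxia (0.02) in GMPs, of highest in CLPs (0.01) for O-NR against O-WT, of highest in GMPs (0.01) for O-NR-RC against O-NR. The median over the list put below 0.05 the exact p-value of inflammatory response (−0.11, p = 0.0286) in CLPs. The median over the list put above 0.05 the exact p-value of myeloid progenitor (0.15, p = 0.171) for O-NR-RC against O-NR. The replicate block reversed the difference of highest in CLPs (0.09) for O-NR against O-WT, of oxidative phosphorylation (0.05), mitophagy (0.07), glycolysis (0.07), hypoxia (0.06), inflammatory response (0.02), GMP over CLP (0.05), LT-HSC (0.05), highest in HSCs (0.08) and highest in GMPs (0.03) for O-NR-RC against O-NR, of inflammatory response (0.00) for O-NR-RC against O-WT. The replicate block put above 0.05 the exact p-value of myeloid progenitor (0.19, p = 0.25) for O-NR-RC against O-NR. Genes scaled to unit variance reversed the difference of hypoxia (0.16), GMP over CLP (0.04), megakaryocyte and erythroid (0.11) and highest in HSCs (0.13) in HSCs, of GMP over CLP (0.06) in CLPs, of hypoxia (0.09) in GMPs, of megakaryocyte and erythroid (−0.13) for O-NR-RC against O-NR. Genes scaled to unit variance put above 0.05 the exact p-value of myeloid progenitor (0.37, p = 0.114) for O-NR-RC against O-NR. Upper quartile normalization put below 0.05 the exact p-value of mitophagy (0.05, p = 0.0286) in HSCs, of hypoxia (−0.09, p = 0.0286) in CLPs. Upper quartile normalization reversed the difference of lymphoid progenitor (−0.03) in HSCs, of glycolysis (−0.02) in CLPs, of hypoxia (0.00) in GMPs, of inflammatory response (0.03), myeloid progenitor (0.00), highest in CLPs (0.06) and highest in GMPs (0.01) for O-NR against O-WT, of inflammatory response (0.00) for O-NR-RC against O-WT. Upper quartile normalization put above 0.05 the exact p-value of myeloid progenitor (0.21, p = 0.286) for O-NR-RC against O-NR. The cause of these changes was not tested.

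On PCA, cell type held 93.2% of the summed squared distances with the 500 most variable genes and 47.8% with genes scaled to unit variance, against 61.8%. In cohort 1 the distance from O-WT to O-NR was 1.39 times that from O-NR-RC to O-NR, and it was 5.9 times with the O-WT libraries of cohort 2 and 0.464 times with all 17 HSC libraries, the reverse order. Both of these alternatives mix cohort with group. The distance from O-WT to O-NR-RC rose from 1.64 to 6.11 times with the O-WT libraries of cohort 2. Of the HSC transcripts of Supplementary Table 1, 34% had the same sign in cohort 1, and 46% did with the receptor CPM as a covariate, a setting added after seeing the data. For named transcripts, with 1 RUVs factor, upper quartile normalization and the likelihood ratio test, the log2 fold change was −0.04 for *Parp1* and −0.01 for *Sirt5* in HSCs of cohort 2. With 1 RUVs factor, upper quartile normalization and the quasi-likelihood test, the log2 fold change was −0.04 for *Parp1* and −0.01 for *Sirt5* in HSCs of cohort 2. With the O-NR libraries of cohort 2, the log2 fold change was −0.09 for *Cd38*, 0.89 for *Irf8*, 0.74 for *Ppargc1a*, −1.10 for *Sult1a1* and −0.44 for *Tgfbi* for O-NR-RC against O-NR. With all 8 O-NR libraries and no cohort term, the log2 fold change was −0.08 for *Cd38*, 0.09 for *Irf8*, 0.12 for *Ppargc1a*, −0.69 for *Sult1a1* and −0.20 for *Tgfbi* for O-NR-RC against O-NR. With the receptor CPM as a covariate, the log2 fold change was −0.03 for *Parp1* and 0.00 for *Sirt5* in HSCs of cohort 2. With upper quartile normalization, the log2 fold change was −0.02 for *Parp1* and −0.03 for *Sirt5* in HSCs of cohort 2.

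Each library was left out in turn, in 8 fits per cell type of cohort 2 and 7 for the withdrawal comparison. In cohort 2 the CPM filter then asked for fewer libraries, so more genes entered these fits. The number with an unadjusted p-value below 0.01 ranged from 66 to 244 in HSCs, from 43 to 149 in CLPs, from 62 to 292 in GMPs, from 7 to 135 in the withdrawal comparison, from 4 to 29 in O-NR against O-WT of cohort 1 and from 5 to 484 in O-NR-RC against O-WT of cohort 1. The percentage lower ranged from 35.5 to 59.2 in HSCs, from 49.5 to 80.4 in CLPs, from 48 to 82.4 in GMPs and from 0 to 77 in the withdrawal comparison. The number past the adjustment ranged from 0 to 7 in HSCs, from 0 to 1 in CLPs, from 0 to 11 in GMPs and from 0 to 1 in the withdrawal comparison. The score difference in HSCs ranged from −0.01 to 0.09 for glycolysis, from −0.04 to 0.01 for hypoxia, from −0.05 to 0.09 for lymphoid progenitor, from −0.23 to 0.01 for myeloid progenitor, from −0.14 to 0.04 for megakaryocyte and erythroid, from −0.02 to 0.12 for LT-HSC, from −0.09 to 0.06 for highest in HSCs and from −0.23 to 0.05 for highest in CLPs. The score difference in CLPs ranged from −0.02 to 0.15 for mitophagy, from −0.01 to 0.11 for glycolysis, from −0.05 to 0.02 for hypoxia, from −0.16 to −0.04 for inflammatory response and from −0.03 to 0.06 for GMP over CLP. The score difference in GMPs ranged from −0.03 to 0.03 for oxidative phosphorylation, from −0.02 to 0.02 for mitophagy and from −0.01 to 0.04 for glycolysis. The score difference for O-NR against O-WT ranged from −0.10 to 0.01 for inflammatory response, from −0.01 to 0.02 for monocyte and from −0.05 to 0.04 for highest in CLPs. The score difference for O-NR-RC against O-NR ranged from −0.59 to 0.10 for oxidative phosphorylation, from −0.46 to 0.13 for mitophagy, from −0.44 to 0.11 for glycolysis, from −0.34 to 0.11 for hypoxia, from −0.19 to 0.04 for inflammatory response, from −0.24 to 0.09 for GMP over CLP, from −0.05 to 0.03 for lymphoid progenitor, from 0.18 to 0.23 for myeloid progenitor, from −0.31 to 0.23 for megakaryocyte and erythroid, from −0.60 to 0.07 for LT-HSC, from −0.53 to 0.12 for highest in HSCs and from −0.16 to 0.05 for highest in GMPs. The score difference for O-NR-RC against O-WT ranged from −0.24 to 0.00 for inflammatory response. The log2 fold change in HSCs of cohort 2 ranged from −0.03 to 0.20 for *Cd38*, from −0.09 to 0.13 for *Parp1*, from −0.28 to 0.09 for *Ppargc1a*, from −0.19 to 0.01 for *Sirt2* and from −0.09 to 0.07 for *Sirt5*. The log2 fold change for O-NR-RC against O-NR ranged from −0.19 to 0.49 for *Cd38*, from −0.18 to 0.06 for *Ppargc1a*, from −0.51 to 0.83 for *Sult1a1* and from −0.25 to 0.83 for *Tgfbi*. Of 404 list score differences from these fits, 312 kept their direction and side of 0.05, 7 lost and 1 gained a p-value below 0.05, and 84 changed sign. The 7 are all of the myeloid progenitor list in the withdrawal comparison, whose difference stayed between 0.18 and 0.23. With 1 library left out, no exact p-value below 0.0667 is possible there, so these losses were fixed by the design and bear on no instability. Of 859 log2 fold changes of named transcripts, 739 kept both, 81 fell above and 23 fell below 0.01, and 16 changed sign. Between 59 and 100 of the 135 HSC transcripts, 29 and 52 of the 82 CLP transcripts, 56 and 106 of the 133 GMP transcripts and 4 and 10 of the 12 withdrawal transcripts were kept. Fits that leave out an O-WT library of cohort 1, also for the difference between cohorts, were not run, because 1 O-WT library would remain.

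Some choices moved the median log2 fold change of all transcripts by more than 0.1. Upper quartile normalization put it at 0.114 for O-NR-RC against O-WT and −0.129 for the difference between cohorts. It was 0.105 for O-NR-RC against O-WT without O-NR-RC replicate 1. The O-NR libraries of cohort 2 put it at 0.156 and all 8 O-NR libraries at 0.162 in the withdrawal comparison. A filter at 1 CPM put it at −0.102 for HSCs against CLPs and 0.133 for CLPs against GMPs, and DESeq2 at 0.136 for the latter.

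Depth could limit the results for transcripts near the CPM filter, which were not tested on their own. The smallest library, of CLPs, had 4792380 counted reads. Thinned to that size, the libraries gave 142 transcripts in HSCs, 97 in CLPs and 119 in GMPs, with 92, 53 and 60 of the original transcripts among them.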

Differences from the paper's values

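No test in this part was chosen after the result was seen, while the alternatives named as added were.

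Of transcripts with an unadjusted p-value below 0.01, 50 were lower in O-NR HSCs, against the paper's 403. None of the alternatives set before the data were examined closed this gap. Among settings chosen after seeing the values, 2 RUVr factors gave 314, 1 RUVr factor with upper quartile normalization gave 371 with the quasi-likelihood test and 490 with the likelihood ratio test, and 2 RUVr factors with upper quartile normalization gave 460 and 585 with these tests.

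In CLPs 51 were lower, against the paper's 232. Of the alternatives set before the data were examined, 1 RUVr factor gave 192, within 1.5 times of the paper's number, and no other did. Among settings chosen after seeing the values, 1 RUVr factor with upper quartile normalization and the quasi-likelihood test gave 342, 1 RUVs factor gave 164 and, with the likelihood ratio test, 218, 2 RUVs factors with the quasi-likelihood test gave 312, and edgeR's exact test with a common dispersion gave 253.

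Between O-NR-RC and O-NR HSCs, 11 transcripts were higher, against the paper's 107, and 1 was lower, against the paper's 126. For the lower ones, leaving out O-NR-RC replicate 1, an alternative set before the data were examined, gave 104, and no other setting came within 1.5 times. For the higher ones, no setting that was run did.

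Supplementary Table 1 also counts the transcripts higher in O-NR. In HSCs 85 were higher, against the paper's 181. Of the alternatives set before the data were examined, the replicate block gave 153 and leaving out O-WT replicate 1 gave 152, and no other closed the gap. Among settings chosen after seeing the values, the receptor CPM as a covariate gave 206, 1 RUVr factor with upper quartile normalization gave 215 and, with the likelihood ratio test, 213, 1 RUVs factor gave 182 and 197, and 2 RUVs factors gave 168 and 184.

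In CLPs 31 were higher, against the paper's 143. One model for all cell types, set before the data were examined, gave 155, and no other such alternative closed the gap. Among settings chosen after seeing the values, the receptor CPM as a covariate gave 191, 1 RUVr factor with upper quartile normalization gave 207 and, with the likelihood ratio test, 196, 1 RUVs factor gave 139 and 158, and 2 RUVs factors gave 177 and 179.

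In GMPs 32 were higher, against the paper's 64. Of the alternatives set before the data were examined, DESeq2 gave 49, upper quartile normalization 71, a filter at 1 CPM 58, filterByExpr 71, 1 RUVr factor 79 and leaving out O-NR replicate 4 gave 82, and no other closed the gap. Among settings chosen after seeing the values, the receptor CPM as a covariate gave 57, 1 RUVs factor gave 65 and 71, and 2 RUVs factors with the quasi-likelihood test gave 86.

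Some transcripts that Supplementary Table 1 lists did not reach an unadjusted p-value below 0.01 here. *Cd14* in HSCs reached it with DESeq2, the likelihood ratio test and 1 RUVr factor, and with the receptor covariate and 1 RUVs factor under either test, which were chosen after seeing the values. *Ctss* in HSCs reached it with 1 RUVr factor, and with 1 RUVs factor under either test, chosen after seeing the values. *Fundc1* in HSCs reached it with 1 RUVr factor and without O-WT replicate 2, and with the receptor covariate and 1 RUVs factor, chosen after seeing the values. *Adgre5* in CLPs reached it with upper quartile normalization, the replicate block, 1 RUVr factor, one model for all cell types, thinned counts and without O-WT replicate 2, O-WT replicate 3 or O-NR replicate 1, and with the receptor covariate and 1 RUVs factor, chosen after seeing the values. *Ccr7* in CLPs reached it with the replicate block, 1 RUVr factor and without O-WT replicate 3 or O-NR replicate 2, and with the receptor covariate and 1 RUVs factor, chosen after seeing the values. *Gm20744* in CLPs reached it with 1 RUVr factor and without O-WT replicate 3 or O-NR replicate 2, and with the receptor covariate and 1 RUVs factor, chosen after seeing the values. *Atg9b* in GMPs reached it with a filter at 1 CPM, filterByExpr and without O-NR replicate 4, and with 1 RUVs factor and the likelihood ratio test, chosen after seeing the values.

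*Hspa1b* and *Sostdc1* in GMPs did not pass the CPM filter. With a filter at 1 CPM *Hspa1b* fell by 2.54 (adjusted p = 0.00131) and with filterByExpr by 2.54 (adjusted p = 4.37e-05; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it also reached an unadjusted p-value below 0.01 with a mean above 3 CPM and in the 5 fits that left out a library and kept it. Its adjusted p over the alternatives that tested it ran from 4.37e-05 to 1. *Sostdc1* fell by 0.89 with a filter at 1 CPM and with filterByExpr and by 1.15 without O-WT replicate 2, each with an unadjusted p-value below 0.01, and did not reach it with a mean above 3 CPM or without any O-NR library.

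The paper states that most changes in each progenitor were decreases, while 37% of the HSC transcripts here were lower. Of the alternatives set before the data were examined, a fold change above 1.5, which the paper's methods name, gave 72.7% (24 lower and 9 higher), filterByExpr 52.7%, a filter at 1 CPM 51.9% and upper quartile normalization 50.2%, and 6 of the 8 fits that left out a library also had most lower. The share was 41.4% with DESeq2, 37.9% with the likelihood ratio test, 39% with a mean above 3 CPM, 38.1% with the replicate block, 40.2% with 1 RUVr factor, 44.3% with one model for all cell types and 40.8% with thinned counts. Settings chosen after seeing the values gave 37.5% to 87.7%. The direction of most HSC changes thus depends on the setting. GMPs are named as the least affected cells, while CLPs had fewer transcripts here, 82 against 133. Of the alternatives set before the data were examined, GMPs had the fewest of the 3 cell types with a fold change above 1.5 added (14, against 71 in CLPs), the replicate block (125 against 185), 1 RUVr factor (204 against 661) and one model for all cell types (37 against 308). They did not with DESeq2, the likelihood ratio test, upper quartile normalization, other filters or thinned counts. Among settings chosen after seeing the values, GMPs had the fewest with the receptor CPM as a covariate (126 against 320) and with each RUVr or RUVs setting (such as 153 against 303 with 1 RUVs factor), and did not with edgeR's exact test under either dispersion. The order of the cell types thus depends on the setting. The paper's gene set analysis draws glycolysis as repressed in each cell type, while the glycolysis list was higher by 0.04 in HSCs, 0.04 in CLPs and 0.02 in GMPs. Oxidative phosphorylation and mitophagy are drawn as raised in each. These lists were higher by 0.07 and 0.09 in HSCs and by 0.21 and 0.07 in CLPs, while the differences in GMPs were 0.00 and 0.00. The paper's values are NES of sets it does not list, so mean scores of hand-written lists are an unlike measure. The NES of these 2 lists was positive in HSCs and CLPs, and that of mitophagy was negative in GMPs. Over the 3 groups of HSCs, each of the 6 lists for these gene sets had O-WT highest and O-NR-RC lowest here, an order the paper gives for glycolysis alone. The replicate block put O-NR-RC above O-NR by 0.05 for oxidative phosphorylation, 0.07 for mitophagy and 0.07 for glycolysis. It did so by 0.06 for hypoxia, 0.02 for the inflammatory response and 0.05 for the GMP transcripts. The block leaves out O-NR replicate 4, so it is not separate evidence from the fit without that library. Same-numbered O-NR and O-NR-RC libraries deviated with a mean correlation of −0.24. Leaving out a library reversed the difference in 3 of 7 fits for oxidative phosphorylation and in 4 of 7 for each other list. This order is therefore not stable here, and the median receptor CPM of the groups of cohort 1 ran in the reverse order. *Ppargc1a* is described as raised in O-NR HSCs, while its log2 fold change here was −0.06. The paper's lineage statements come from its changed transcripts in the plotting tool of Fig. 5g, an unlike measure to the mean list scores that follow. HSC transcripts are described as raised after withdrawal, while the long-term HSC list differed by −0.17 and the transcripts highest in HSCs by −0.10. Monocyte transcripts are described as repressed after withdrawal, while the monocyte list differed by 0.03. Lymphoid transcripts are described as enriched after NR, while the lymphoid progenitor list differed by 0.00 in cohort 2 and −0.13 in cohort 1.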

Other observations

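The tests of receptor counts between groups of the 4 main comparisons, of the divisions with the most transcripts, of the receptor CPM as a covariate and of lists of mature blood cells were chosen only after the result was seen.

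The numbers of transcripts below 0.01 were set against other divisions of the same libraries. Among the 8 divisions that part every same-numbered pair, as the real one does and with the real one counted, 4 gave as many in CLPs, 3 in GMPs and 5 between O-NR-RC and O-NR. In HSCs 1 did, the real one itself, which gave the most of the 8 (135, where their median was 34.5). With 1 RUVs factor it again gave the most of the 8 in HSCs (386, median 136.5) and between O-NR-RC and O-NR (519, median 129). With 8 divisions no share below 12.5% is possible, so the rank of the real one can show neither an effect nor its absence. The other divisions keep some same-numbered libraries together. Of all 35 divisions, with the real one counted, 9 gave as many as the 135 transcripts in HSCs, 17 as many as the 82 in CLPs, 15 as many as the 133 in GMPs and 18 as many as the 12 between O-NR-RC and O-NR. With 1 RUVr factor estimated anew in each, 14, 15, 15 and 30 of the 35 divisions gave as many. With 1 RUVs factor, 3, 4, 11 and 5 of the 35 did. Over both cohorts, 36 of the 64 divisions that swap same-numbered O-WT and O-NR libraries within a cohort gave as many as the 24 transcripts. At least 0.05 of the divisions in each of these sets gave as many, so the number of transcripts in CLPs and GMPs, between O-NR-RC and O-NR and over both cohorts cannot be told apart from chance division of the mice. In HSCs the 8 matched divisions are too few to tell, and over all 35 divisions the number cannot be told apart from chance either.

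The division of HSCs with the most transcripts (2865 below 0.01) set O-WT 2 and 3 with O-NR 2 and 4 against the others, and parted the libraries by receptor CPM, 2386 to 4494 against 1441 to 2110, a gap of 0.18 in log2. In CLPs it set O-WT 2 and 3 with O-NR 3 and 4 against the others (2699 transcripts), at 4135 to 8004 against 2035 to 2965 CPM, a gap of 0.48. Between O-NR and O-NR-RC the gap was 1.15, with 20648 transcripts. In GMPs the division with 506 transcripts did not part them, with a gap of −0.12. A candidate explanation is genomic DNA, or another background that varies between libraries, as the main direction of variation in HSCs and CLPs. The divisions of HSCs and CLPs put 2 O-WT and 2 O-NR libraries on each side, so they do not follow treatment. That of GMPs differs from the real division only in the swap of the replicate 4 libraries, so it follows treatment in part. PC1 computed without the receptor genes, its sign chosen so that r is positive, followed receptor CPM in HSCs of cohort 2 (r = 0.994, exact permutation p = 4.96e-05; Spearman's rho = 0.976, p = 0.000397; r = 0.991 without the 2 farthest; adjusted p = 6.61e-05), in CLPs (r = 0.994, exact permutation p = 7.44e-05; rho = 0.976, p = 0.000397; r = 0.987; adjusted p = 8.50e-05) and in GMPs (r = 0.979, exact permutation p = 9.92e-05; rho = 0.929, p = 0.00223; r = 0.908; adjusted p = 9.92e-05), with Benjamini-Hochberg adjustment over 8 relations. It held 52.9%, 40.4% and 38.2% of the variance.

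With the receptor CPM as a covariate, 392 HSC transcripts had an unadjusted p-value below 0.01 and 239 of the 551 tested transcripts of Supplementary Table 1 did, against 135 and 121 without it. In CLPs the number rose from 82 to 320 with it, and in GMPs it fell from 133 to 126. Background that adds spread between libraries may thus explain part of the smaller number of transcripts in HSCs and CLPs. This hypothesis was found and tested on the same libraries. The receptor CPM themselves did not part O-NR from O-WT in HSCs (two-sided exact permutation test, p = 0.657), CLPs (p = 0.6 by the exact test) or GMPs (p = 0.457 by the exact test).

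Gene length and GC content were weighed as further technical explanations of the log2 fold changes. Across genes, which are not independent replicates, Spearman's rho with exon length was −0.02 in HSCs, 0.02 in CLPs, 0.08 in GMPs, −0.06 between O-NR-RC and O-NR and −0.25 for O-NR against O-WT in cohort 1. Spearman's rho with GC content was 0.07, −0.03, −0.12, 0.01 and −0.25 in the same order.

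The HSC transcripts of Supplementary Table 1 were looked up in cohort 1, whose mice did not enter the table. There 196 of 576 (34%, 95% Clopper-Pearson interval 30.2% to 38.1%) changed in the table's direction, below the 46.5% to 54% that bound 95% of matched random lists, whose median was 50.3%, with r = −0.32 across genes. Chance agreement of signs would have given a share within that range. Across the listed genes the cohort 1 change followed the gene's loading on the receptor CPM (r = 0.64), consistent with a shared background direction. With the receptor CPM as a covariate in cohort 1 the share was 46%, still below the 48.8% to 56.8% of its own matched lists (median 52.8%), with r = −0.15 across genes and a loading r of 0.15. The covariate thus removed most of the relation to the background and not all of the disagreement in sign. An opposite biological response of the cohort 1 mice to NR cannot be told apart from this background.

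In cohort 1, 16 transcripts had an unadjusted p-value below 0.01 between O-NR and O-WT (182 below 0.05, none after adjustment) and 26 between O-NR-RC and O-WT (265 below 0.05, none after adjustment). Values lay apart for 5.71% and 7.95% of transcripts, where chance gives 13.3% and 20%. The interaction of cohort and treatment gave 32 below 0.01 and 436 below 0.05, where uniform p-values would give 234.1 and 1171.

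The distance from O-WT to O-NR was 4.3 times as large with the O-WT libraries of cohort 2 as with those of cohort 1. Cohort 1 holds 2 O-WT libraries, while Fig. 5d draws 4 O-WT dots and the reporting summary states at least 3 repeats for each group, so libraries of cohort 2 may have entered that figure. The place of O-WT there could then reflect a difference between cohorts and cannot be told apart from it.

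Among the transcripts that differed between O-NR-RC and O-NR, *S100a8*, *S100a9*, *Ngp*, *Ltf*, *Lcn2*, *Igkc*, *Ighm* and *Hbb-bs* are typical of mature blood cells. RNA from other cells was weighed with a list for each kind. The lowest O-NR-RC score lay 0.06 above the highest O-NR score for the neutrophil list (difference 0.40, two-sided exact permutation test, p = 0.0286, the smallest the design allows; 0.6 after Benjamini-Hochberg adjustment; higher in 3 of 3 mice). Its 16 transcripts include 5 of those below 0.01, however, so this score was bound to be higher. Without the transcripts below 0.01, the lowest O-NR-RC score lay at −0.24 from the highest O-NR score for the neutrophil list (difference 0.03, two-sided exact permutation test, p = 0.714), at −0.41 for the plasma and B cell list (−0.01, p = 0.943 by the exact test) and at −0.57 for the red cell list (0.30, p = 0.714 by the exact test), so that each overlapped. The transcripts left out were chosen because they had changed, so these smaller differences were largely fixed in advance and bear on RNA from other cells in neither direction. Such RNA cannot be told apart here from a change within HSCs. The globin genes have near-identical copies, so their values are uncertain.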
